# Spinal cord injury dysregulates fibro-adipogenic progenitors miRNAs signaling to promote neurogenic heterotopic ossifications

**DOI:** 10.1038/s42003-023-05316-w

**Published:** 2023-09-12

**Authors:** Jules Gueguen, Dorothée Girard, Bastien Rival, Juliette Fernandez, Marie-Emmanuelle Goriot, Sébastien Banzet

**Keywords:** Stem-cell research, Mechanisms of disease, Muscle stem cells, Trauma

## Abstract

Neurogenic heterotopic ossifications are intramuscular bone formations developing following central nervous system injury. The pathophysiology is poorly understood and current treatments for this debilitating condition remain unsatisfying. Here we explored the role of miRNAs in a clinically relevant mouse model that combines muscle and spinal cord injury, and in patients’ cells. We found an osteo-suppressive miRNAs response in injured muscle that was hindered when the spinal cord injury was associated. In isolated fibro-adipogenic progenitors from damaged muscle (cells at the origin of ossification), spinal cord injury induced a downregulation of osteo-suppressive miRNAs while osteogenic markers were overexpressed. The overexpression of selected miRNAs in patient’s fibro-adipogenic progenitors inhibited mineralization and osteo-chondrogenic markers in vitro. Altogether, we highlighted an osteo-suppressive mechanism involving multiple miRNAs in response to muscle injury that prevents osteogenic commitment which is ablated by the neurologic lesion in heterotopic ossification pathogenesis. This provides new research hypotheses for preventive treatments.

## Abstract (web summary)

miRNome analysis of skeletal muscle in a mouse model of neurogenic heterotopic ossification and human FAPs in vitro reveal that a fine-tuned balance between osteogenic and osteo-suppressive miRNAs drive FAPs osteogenic differentiation.

## Introduction

Neurogenic Heterotopic Ossifications (NHOs) are ectopic extra-skeletal bone formations, that occur after central nervous system injury, primarily spinal cord injury (SCI), traumatic brain injury and stroke^1–3^. NHOs develop at the expense of skeletal muscle tissue, are located around major joints and can impair limb mobility^4,5^. NHOs can induce joint ankylosis, nerve and vascular compressions and severe pain. Surgical resection is currently the most efficient and reliable treatment^5,6^. Up to 30% of SCI and 20% of traumatic brain injury patients develop NHOs, leading to comorbidities and compromising patient’s rehabilitation^6,7^.

NHOs development involves a process of endochondral ossification and can lead to a mature bone containing a functional hematopoietic niche^8–10^. Fibro-adipogenic progenitors (FAPs) are muscle interstitium resident mesenchymal stromal cells that are major cellular actors in HOs development and specifically in NHOs^11–13^. Physiologically, FAPs support myogenic progenitors (MPs) proliferation and myoblastic differentiation upon muscle repair but can also lead to fibrosis under pathological conditions^14–17^. FAPs directly participate in bone fracture repair, exhibiting previously unsuspected physiological osteogenic capabilities^18^. Muscle regeneration after acute injury is orchestrated by MPs activation, proliferation, differentiation into myoblasts and fusion to form new myofibers^19–21^. Lineage tracing experiments have shown that MPs do not contribute to HOs nor NHOs but muscle regeneration seems to be compromised^13,22^. Inflammation is a key mechanism in NHOs pathogenesis. Pro-inflammatory cytokines and macrophages, but not neutrophils, are involved and mandatory to drive FAPs towards an osteogenic fate^23,24^. Central nervous system injury triggers local and systemic inflammatory response^25,26^. Pro-inflammatory cytokines Interleukin-1 and Oncostatin M directly support NHOs pathogenesis in a mouse model and in vitro with patient’s muscle progenitors^8,27^. Despite all previous studies, some aspects of NHOs pathogenesis are still unclear, specifically the impact of the central nervous system lesion on FAPs and MPs signalling and fate.

MiRNAs are small non-coding single stranded RNA that post-transcriptionally regulate gene expression by binding and silencing their mRNA target^28,29^. Numerous miRNAs are physiologically involved in bone development and repair processes, they regulate osteoblast proliferation/differentiation or hypertrophic maturation of chondrocytes by targeting key molecular actors such as *Runx2*, *Sox9*, *Osx*, *Bmp2*, *Atf4* or their repressors^30–32^. While cellular actors and numerous cytokines have been thoroughly investigated in HOs, the potential involvement of miRNAs is still poorly described. MiR-17-5p and miR-203 regulate HOs in ankylosing spondylarthritis and in a non-neurogenic HO model, respectively^33,34^. In a small cohort of human traumatized muscle samples, miRNA dysregulation was found in patients developing HOs and 2 myomiRs were proposed to contribute to ectopic ossification^35^. Although these studies demonstrate the involvement of miRNAs in HOs formation, their possible role in NHOs remains unclear.

We hypothesized that miRNAs could participate to NHOs formation and studied their expression in our NHOs mouse model combining SCI and acute cardiotoxin (CDTX) muscle injury^23^. In this model, SCI or muscle injury alone do not elicit NHOs, both injuries are needed. To understand why injured muscle fails to regenerate and engages in osteo-chondrogenic processes following SCI, we performed a large miRNAs profiling at early stages, in skeletal muscle tissue. Candidate miRNAs were then studied in mice FAPs and MPs isolated from our model. Dysregulated miRNAs were further studied in vitro in osteogenic differentiation conditions in FAPs isolated from NHOs patients muscle sample and functional assays were performed on human FAPs with the most relevant ones.

In this study, we identified early osteo-suppressive miRNAs downregulation in FAPs concomitant to myogenic miRNAs downregulation in MPs in the NHOs mouse model. We also confirmed that overexpression of these osteo-suppressive miRNAs could attenuate mineralization and osteogenic markers expression from human FAPs.

## Results

### SCI induces mineralization and exacerbates osteo-chondrogenic markers expression in CDTX damaged muscle

To investigate the role of miRNAs in NHOs, we used our mouse model that combines muscle injury by intramuscular injection of cardiotoxin (CDTX) and concomitant spinal cord injury (SCI) to generate ectopic ossification, or their controls (intramuscular PBS injection and SHAM surgery)^23^ (Fig. 1a). We collected gastrocnemius muscle 2, 4 or 7 days later. In injured muscle, the hematoxylin phloxine saffron staining showed classical myofiber necrosis with massive mononuclear cells infiltration at D2, D4 and regenerative myofibers at D7 (Fig. 1b, top and middle panel). No mineralization was observed with Von Kossa staining with CDTX alone (Fig. 1b) nor with SCI alone (Supplementary Fig. 1). Undamaged muscle from SCI mice displayed myofibers atrophy at D7 (Supplementary Fig. 1). SCI combined with CDTX injection induced myofibers necrosis and cell infiltration at D2, D4 and D7 (Fig. 1b). Von Kossa staining showed calcified necrotic fibers (D2, D4) and nodules (D7), consistent with previous findings^23^. Immunostaining analysis showed disrupted laminin staining and impaired muscle regeneration, concomitant to extracellular osteocalcin and collagen III deposition in SCI + CDTX muscles, demonstrating that osteogenic differentiation occurred (Fig. 1c and Supplementary Fig. 1). These results confirm that both muscle and spinal cord injuries are mandatory to the development of NHOs.

**Fig. 1:**
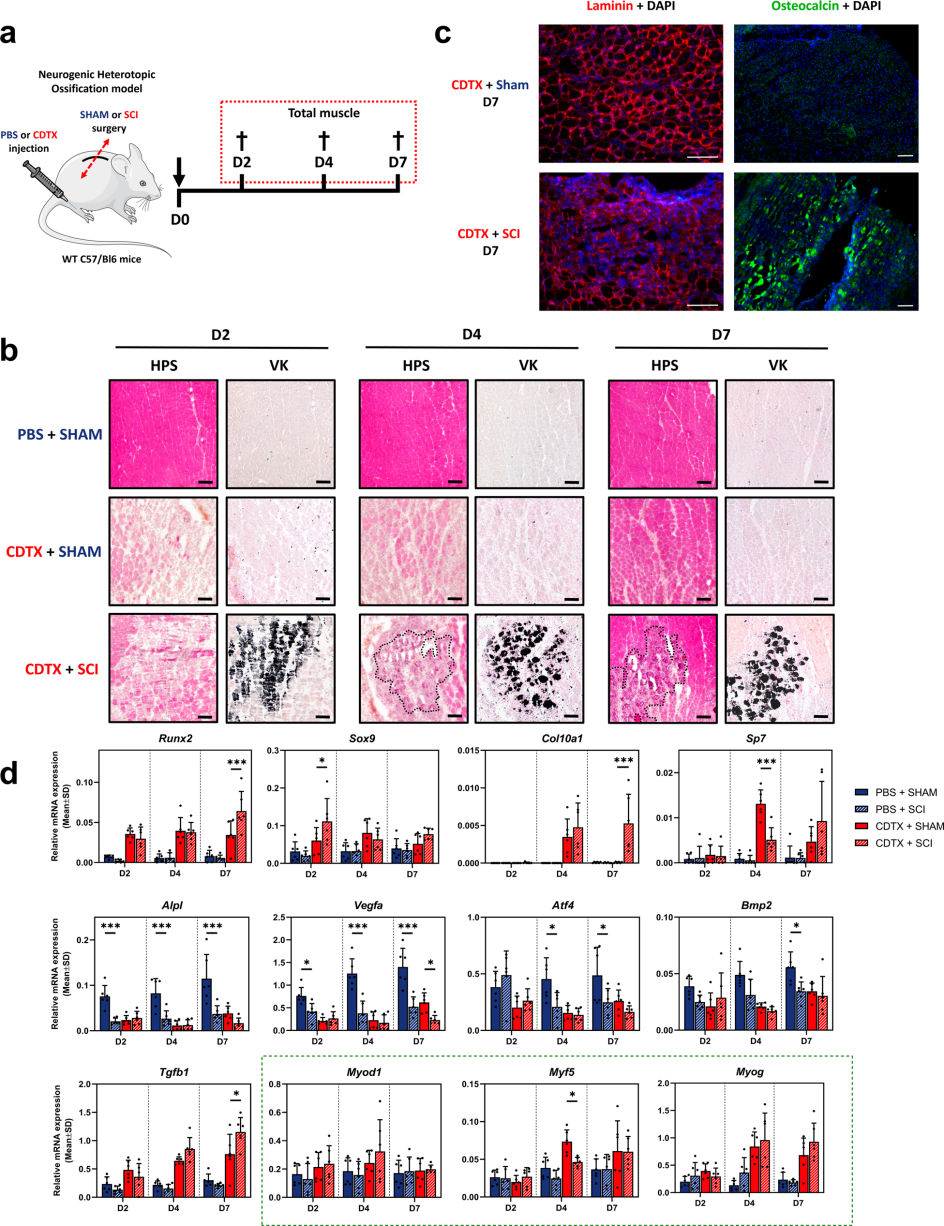
SCI induces mineralization and exacerbates osteo-chondrogenic markers expression in CDTX damaged muscle. **a** NHOs mouse model combines muscle injury (CDTX) and central nervous system damage (SCI) to induce intramuscular ectopic bone formation. PBS and SHAM surgery are controls. Muscles were collected at 2, 4 and 7 days after induction from four experimental groups: PBS + SHAM, PBS + SCI, CDTX + SHAM, CDTX + SCI. This figure panel were partly generated using Servier Medical Art, provided by Servier, licensed under a Creative Commons Attribution 3.0 unported license. **b** Representative transversal gastrocnemius cryosections of PBS + SHAM (top panel), CDTX + SHAM (middle panel) and CDTX + SCI (bottom panel) stained with Hematoxylin Phloxine Saffron (HPS) or Von Kossa (VK) counterstained with nuclear fast red at day 2, 4 and 7 (*n* = 6 in all groups). Mineralization nodules (black dotted line) appear in dark purple with HPS staining or in black with VK staining (magnification ×10, scale bar = 100 µm) (*n* = 6 in each group). **c** Representative laminin (left panel, magnification ×20, scale bar = 100 µm) and osteocalcin (right panel, magnification ×10, scale bar = 100 µm) immunostaining with DAPI co-staining on CDTX + SHAM or CDTX + SCI gastrocnemius transversal cryosections 7 days after injury (*n* = 6 in each group). **d** Relative mRNAs expression levels measured by RT-qPCR from whole muscle in PBS + SHAM, PBS + SCI, CDTX + SHAM, CDTX + SCI at days 2, 4 and 7. Myogenic markers are framed in green. Values are normalized on three reference genes and histograms represent mean ± standard deviation (SD). Each dot represents independent biological samples from different mouse muscles (*n* = 6). Statistical differences between PBS + SHAM/PBS + SCI and CDTX + SHAM/CDTX + SCI were calculated using two-way ANOVA with Tukey post hoc correction for multiple comparisons (*P < 0.05, **P < 0.01, ***P < 0.001).

The kinetics of signaling pathways activation involved in the early stages of NHOs development is still poorly described, therefore we investigated the expression of osteo-chondrogenic and myogenic markers at the mRNA level in muscle tissue at D2, D4, D7 in PBS + SHAM, PBS + SCI, CDTX + SHAM, CDTX + SCI muscles (Fig. 1d). We observed increased expression of osteo-chondrogenic markers *Runx2*, *Sox9* and *Sp7* induced by CDTX injection while CDTX + SCI exacerbated *Sox9* expression compared to CDTX alone at D2. Moreover, *Runx2*, *Col10a1* and *Tgfb1* expressions were increased at D7 in CDTX + SCI muscle compared to CDTX alone. Surprisingly, *Alpl*, *Vegfa, Atf4* and *Bmp2* expression levels were lowered in both CDTX conditions and PBS + SCI at each time point compared to PBS + SHAM. *Myf5* myogenic marker expression was significantly lowered in CDTX + SCI muscle compared to CDTX alone at D4 while *Myod1* and *Myog* expression did not change significantly (Fig. 1d).

### Muscle injury triggers osteogenic miRNAs expression while SCI impairs and delays osteo-suppressive miRNAs response after muscle damage

Next, we investigated global miRNA expression in injured muscle at the early time points D2 and D4 using a RT-qPCR profiling analysis (Fig. 2) performed on pooled samples. 

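The profiling covered 8 RNA pools of mouse gastrocnemius muscle, 1 for each combination of injection (PBS or CDTX), surgery (SHAM or SCI) and day (D2 or D4). By the sample labels, each pool held RNA of 3 muscles. The deposited table held 1 quantification cycle (Cp) per assay and pool for 755 LNA RT-qPCR assays, and 688 miRNAs were used with 1 assay each. A Cp that is lower by 1 cycle stands for about 2 times more miRNA. The earliest signal in the PBS + SHAM pool at D2 came from miR-133a-3p, a miRNA of striated muscle, at a Cp of 19.74. Under the Cp threshold of 32 given in the legend of Fig. 2, up to 165 miRNAs were detected per pool and 116 in all 8 pools, while 388 to 436 of the 755 assays stood at the highest recorded Cp of 36. Relative expression was computed from the Cp values with the mean Cp of miR-24-3p, miR-23b-3p and miR-125b-5p as reference, as in the methods. Each comparison is the log2 ratio of relative expression between 2 pools, over the miRNAs with a Cp of at most 32 in both. For each list of miRNAs, the median log2 ratio is given with its percentile among 10000 random lists of the same size and of like mean Cp, as a description of these pools. With 1 pool per condition, no comparison of 2 pools has a replicate or a p-value, so a ratio of at least 2-fold served as a rule of size. The nearest measure of technical error comes from second assays of the same name, which 64 miRNAs have. For 14 of them both assays had a Cp of at most 32 in both pools of a comparison: 68 pairs of log2 ratios differed by 0.35 (root mean square) and by 0.95 at most. Later assays are left out, such as miR-1-3p in CDTX + SHAM over PBS + SHAM at D2, at -5.34 and -1.77. The 2 assays of a pair are named for different species and can differ in sequence, so they are not repeats. Their difference covers the assay and not the variation between mice.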

CDTX injury alone induced the overexpression of several osteogenic miRNAs: miR-21-5p, miR-20a-5p and miR-199a-5p and osteo-suppressive miRNAs: miR-142-3p, miR-223-3p, miR-17-5p and miR-214-3p at D2 and D4 after muscle injury (Fig. 2a). 

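At D2, the highest ratios of CDTX + SHAM over PBS + SHAM belonged to miR-223-3p and miR-142-3p, miRNAs known from myeloid cells and other leukocytes, at log2 4.04 (16.4-fold) and 3.89 (14.8-fold). All 3 osteogenic miRNAs were at least 2-fold higher at D2, with miR-21-5p at log2 2.67, miR-20a-5p at 2.10 and miR-199a-5p at 1.11, and all 3 again at D4, at 2.93, 1.87 and 2.60. At D2, miR-199a-5p was below 2-fold with 3 of the 5 other normalizations, at 0.80 in the deposited normalized values and at 0.95 with miR-24-3p or miR-125b-5p alone. Of the 13 osteo-suppressive miRNAs measured at D2, 5 were at least 2-fold higher, 2 were at least 2-fold lower and 6 were neither, and the list had a median of 0.63 (percentile 98.1). Among them miR-17-5p stood at 1.95 and miR-214-3p at 1.57. At D4, 6 of 11 were higher and 3 lower, with miR-223-3p at 3.27, miR-214-3p at 2.96 and miR-17-5p at 2.09. miR-142-3p has no ratio at D4, since its Cp in the PBS + SHAM pool was 32.83. The study chose the osteogenic and osteo-suppressive lists with these pools in view, so they are not independent evidence of a direction.
Lists of cell types and gene clusters share members with the paper's lists and were fixed after the values of Fig. 2a and b had been seen, so they are not independent of the study either. Of 7 leukocyte miRNAs kept at D2, 5 were at least 2-fold higher and 0 lower (median 2.66, percentile 99.95). This median is the value of miR-146b-5p, whose second assay gave 1.36, with a Cp up to 32.6, beyond the threshold. At D4 the counts were 3 higher and 1 lower of 4 kept, the lower member being the lymphocyte miRNA miR-150-5p. The miR-17~92 and paralogous clusters, which are linked to proliferation, had 7 of 9 members higher at D2 (median 1.54) and 5 of 8 at D4 (median 1.33), with 0 lower on either day. The Dnm3os cluster, the transcript that carries miR-199a and miR-214, had 3 of 4 members higher at D2 (median 1.34) and 4 of 4 at D4 (median 2.78, percentile 99.8).
Altogether 30 of 132 miRNAs were at least 2-fold higher and 22 lower at D2, and 35 and 31 of 125 at D4. These counts depend on the reference. In the authors' deposited normalized values 20 were higher and 36 lower at D2, where every log2 ratio is shifted by -0.31. With miR-23b-3p alone as reference they were 41 and 12.

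**Figure D1:**
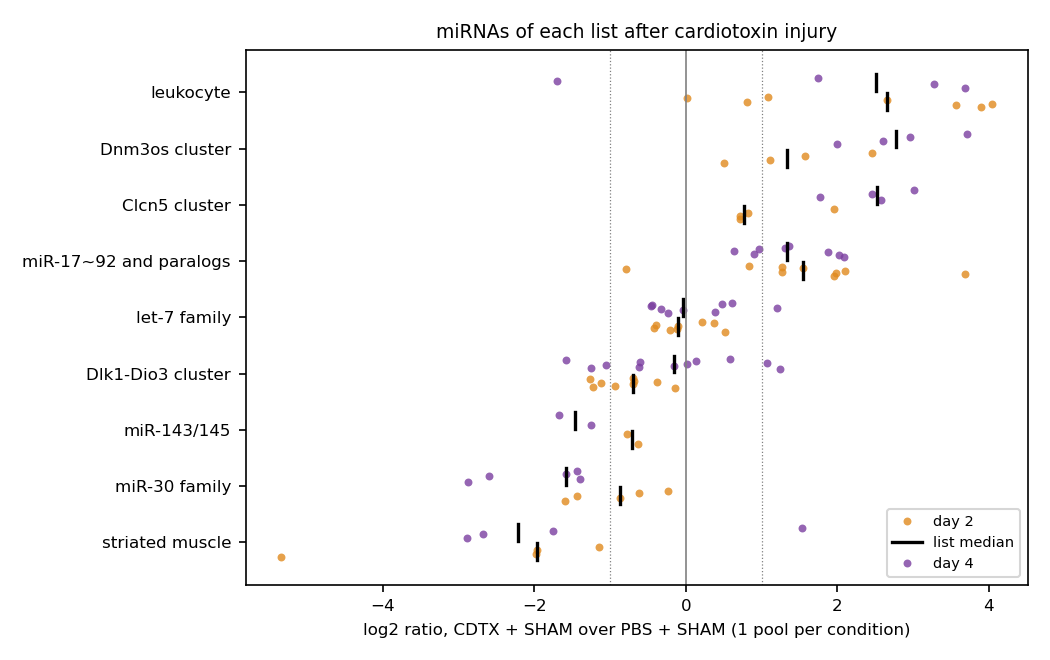
Log2 ratios of single miRNAs (points) in CDTX + SHAM over PBS + SHAM at day 2 and day 4, grouped by list, with the median of each list of at least 2 miRNAs as a black bar and dotted lines at 2-fold. The 4 members of the Dnm3os cluster lie above the 2-fold line at day 4, and the leukocyte list spans 0.01 to 4.04 at day 2.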

CDTX injury also decreased the expression of multiples muscle-specific miRNAs (myomiR) such as miR-1-3p, miR-133a-3p, miR-206 and miR-378a-3p (Fig. 2a). 

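At D2, all 4 myomiRs were at least 2-fold lower in CDTX + SHAM than in PBS + SHAM muscle (median log2 ratio -1.85, percentile 0.245). miR-133a-3p stood at -1.98, miR-378a-3p at -1.72 and miR-206, a miRNA of myogenic progenitors and regenerating fibers, at -1.14. The lowest ratio was that of miR-1-3p, at -5.34. A second assay of miR-1-3p gave -1.77, with a Cp up to 32.92, beyond the threshold. At D4, 3 of the 4 were at least 2-fold lower, at -2.89 for miR-1-3p, -2.68 for miR-133a-3p and -2.05 for miR-378a-3p, and miR-206 was higher at 1.53. These directions held with each of the 5 other normalizations. The fall of miR-206 at D2 was less than 2-fold with miR-23b-3p alone, at -0.82.
The wider list of striated muscle miRNAs, which shares 3 members with the myomiRs, adds miR-133b at -1.96 (D2) and -1.75 (D4). The miR-30 family, whose members are abundant in resting muscle, had 2 of 5 members at least 2-fold lower at D2 (median -0.87) and 5 of 5 at D4 (median -1.58). The lowest were miR-30a-5p at -2.88 and miR-30c-5p at -2.60. miR-126-3p of endothelial cells stood at -0.41 at D2 and -1.47 at D4. miR-143-3p and miR-145-5p of smooth muscle and fibroblasts were at -0.63 and -0.78 at D2 and at least 2-fold lower at D4, at -1.25 and -1.67.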

Interestingly, the upregulation of several osteo-suppressive miRNAs was ablated by SCI (Fig. 2b).

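In the direct comparison of CDTX + SCI with CDTX + SHAM, 0 of 13 osteo-suppressive miRNAs was at least 2-fold higher or lower at D2. Their median log2 ratio was -0.37 (percentile 1.79), and miR-142-3p had the lowest ratio of the list, at -0.68. The 3 osteogenic miRNAs, taken by the same comparison, had a median of -0.51 (percentile 2.06). The study chose both lists with these pools in view, and CDTX + SHAM is the denominator here. A list chosen for a rise in that pool would tend to have low ratios in this comparison. These percentiles therefore do not test an effect of SCI. At D4, 2 of 13 osteo-suppressive miRNAs were at least 2-fold lower and 0 higher. The list median at D4 was -0.18 (percentile 31.4), and it was 0.11 with the global mean as reference, so it has no settled direction. miR-17-5p had the highest ratio of the list at D4, at 0.45, and miR-223-3p stood at 0.18.
The response to CDTX was also compared between muscles without SCI (CDTX + SHAM over PBS + SHAM) and with SCI (CDTX + SCI over PBS + SCI). At D2, 4 of the 12 osteo-suppressive miRNAs kept in all 4 pools were at least 2-fold higher without SCI, and 4 of these 4 were so with SCI (3 of 4 with miR-24-3p alone, where miR-93-5p fell below). miR-223-3p stood at 3.89, miR-17-5p at 2.00, miR-214-3p at 1.81 and miR-93-5p at 1.15 with SCI. At D4, 6 of 11 were at least 2-fold higher without SCI and 5 of these 6 with SCI. The exception was miR-206, at 0.93 with SCI and 1.53 without. The others included miR-223-3p at 3.07 (3.27 without SCI), miR-214-3p at 1.99 (2.96 without) and miR-199a-3p at 1.16 (2.00 without). In the authors' deposited normalized values the count at D4 was 3 of 6, with miR-24-3p alone 3 of 5, with the global mean 5 of 6, and with miR-23b-3p or miR-125b-5p alone 6 of 6. A count at 2-fold does not register smaller losses: 7 of 12 of the list at D2 and 7 of 11 at D4 had a lower ratio with SCI. miR-574-3p, below 2-fold without SCI, went from 0.66 to 0.0033 at D4. Over all miRNAs, 20 of the 28 that were at least 2-fold higher without SCI at D2 had a smaller ratio with SCI, and 6 of the 28 were below 2-fold. At D4 these counts were 30 and 10 of 34. A set picked for high ratios in 1 pair of pools tends to be lower in another pair, and no replicate pool measures how much.

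**Figure D2:**
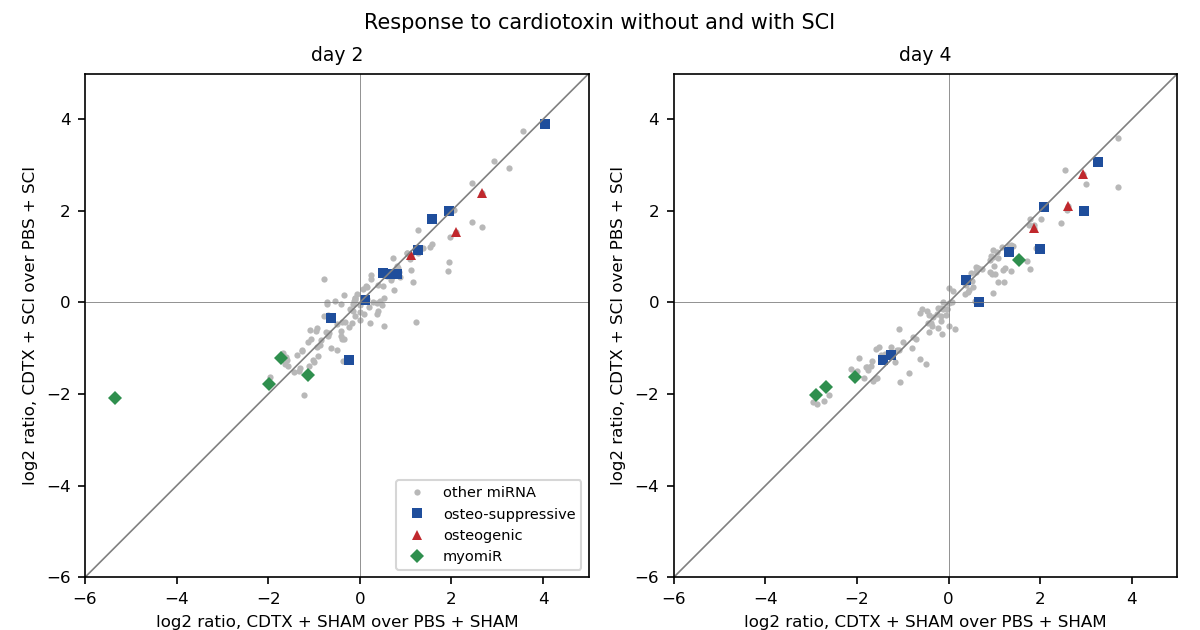
Log2 ratio of each miRNA in CDTX + SHAM over PBS + SHAM (horizontal axis) against CDTX + SCI over PBS + SCI (vertical axis) at day 2 and day 4, with the line of equal response. miR-206 and miR-378a-3p, which are on the myomiR and osteo-suppressive lists, are drawn as myomiRs. miR-1-3p at day 2 lies far from the line, at -5.34 without and -2.08 with SCI.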

**Fig. 2:**
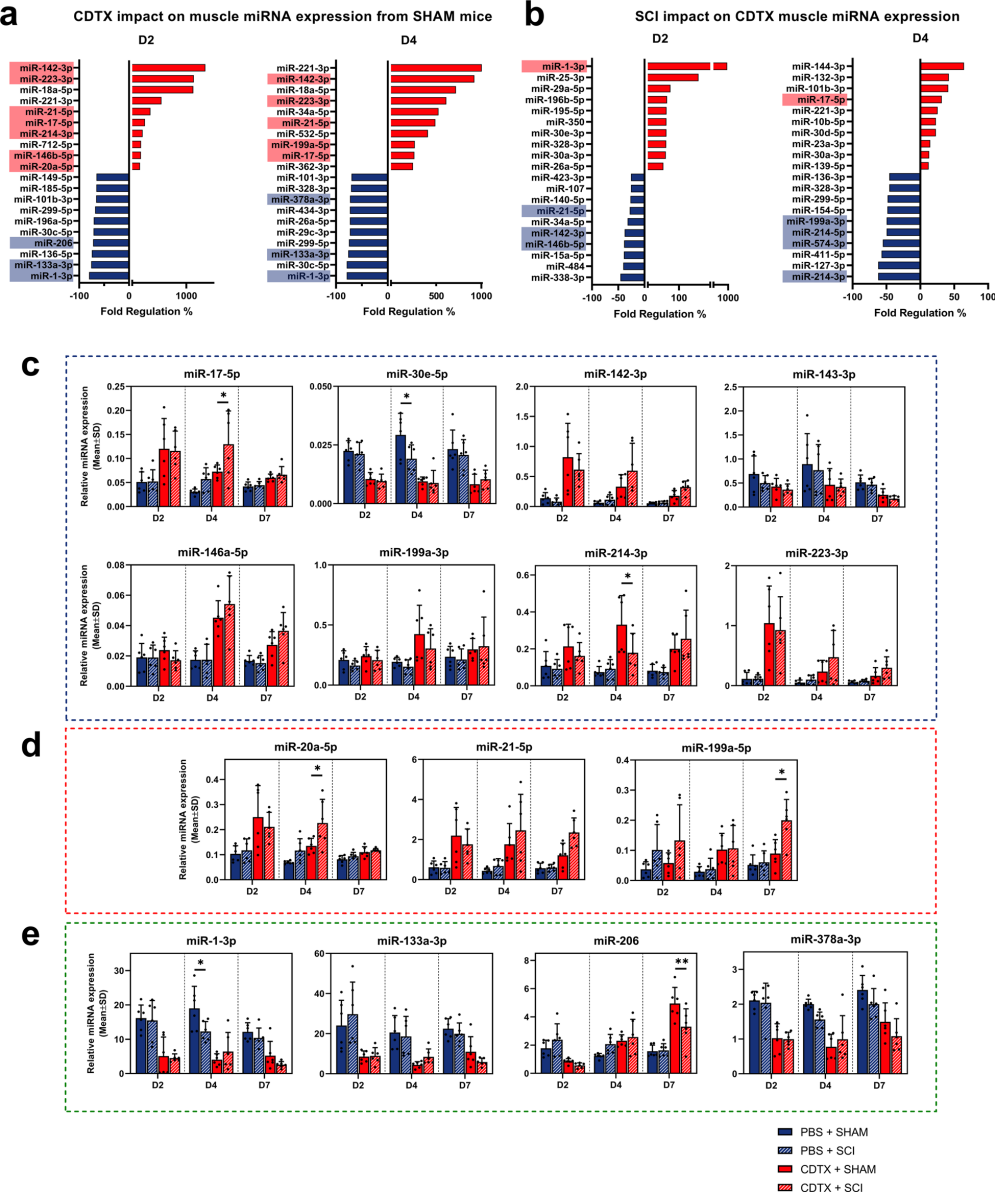
Muscle injury triggers osteogenic miRNAs expression while SCI impairs and delays osteo-suppressive miRNAs response after muscle damage. RT-qPCR analysis on whole muscle at day 2 and 4 presenting top ten most overexpressed and underexpressed miRNAs from **a** CDTX + SHAM compared to PBS + SHAM, **b** CDTX + SCI compared to CDTX + SHAM. MiRNAs involved in osteogenic, inflammatory, and myogenic processes are highlighted in red (upregulated) or blue (downregulated). A threshold was established to exclude miRNAs expressed later than 32 Cp. Relative miRNAs expression levels measured by RT-qPCR from whole muscle PBS + SHAM, PBS + SCI, CDTX + SHAM, CDTX + SCI at days 2, 4 and 7 for **c** osteo-suppressive miRNAs, **d** osteogenic miRNAs and **e** myomiRs. Histograms represent mean ± standard deviation (SD). Each dot represents independent biological samples from different mouse muscles (*n* = 6). Statistical differences between PBS + SHAM/ PBS + SCI and CDTX + SHAM/CDTX + SCI were calculated using two-way ANOVA with Tukey post hoc correction for multiple comparisons (*P < 0.05, **P < 0.01, ***P < 0.001).

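Ranked by log2 ratio over the miRNAs with a Cp of at most 32 in both pools, the 10 highest in CDTX + SHAM over PBS + SHAM at D2 included, after miR-223-3p and miR-142-3p, miR-18a-5p of the miR-17~92 cluster at 3.69, miR-142-5p at 3.56, miR-221-3p at 3.26, miR-2137 at 2.93, miR-146b-5p at 2.66, miR-214-5p at 2.46 and miR-15b-5p at 2.45. The 10 lowest held miR-328-3p at -1.67, miR-30e-3p at -1.64, miR-486-5p, which is known from muscle and red blood cells, at -1.62, and miR-378a-5p at -1.56. At D4, miR-214-5p ranked first at 3.71, before miR-142-5p at 3.69. miR-532-5p at 3.01, miR-362-3p at 2.58 and miR-532-3p at 2.46 belong to a cluster in the X-linked gene Clcn5, and miR-34a-5p, a miRNA induced by p53, stood at 2.55. The 10 lowest at D4 held miR-30a-3p at -2.95, miR-30e-3p at -2.71, miR-10b-5p at -2.14 and miR-101-3p at -2.01.
In CDTX + SCI over CDTX + SHAM at D2, the ratios were smaller: 2 miRNAs were at least 2-fold higher and 0 lower. The 2 were miR-1-3p at 3.35, where the second assay of this miRNA gave 0.05, and miR-25-3p at 1.30. The 10 lowest ran from miR-338-3p at -0.98, miR-484 at -0.84 and miR-1949 at -0.83 to miR-34a-5p at -0.65. They held miR-142-5p at -0.78 and miR-146b-5p at -0.80, 2 leukocyte miRNAs, and miR-532-5p at -0.82. Second assays gave -0.15 for miR-338-3p, 0.06 for miR-146b-5p and -0.27 for miR-532-5p, so these low ranks rest on 1 assay each.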

We next further explored the expression of relevant miRNAs candidates selected based on our miRNAs profiling (Fig. 2a, b and Supplementary Fig. 2) crossed with extensive literature analysis on osteo-chondrogenic, myogenic and inflammation related miRNAs. These candidates were measured on individual samples by RT-qPCR. 

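In the pools, the 15 miRNAs later measured in individual muscles covered a wide span of signal. In the PBS + SHAM pool at D2, the Cp was 20.08 for miR-1-3p, 22.84 for miR-378a-3p and 23.98 for miR-206. Of the osteogenic miRNAs, miR-21-5p had a Cp of 25.51, miR-20a-5p 28.44 and miR-199a-5p 29.69. Among the osteo-suppressive miRNAs, miR-143-3p had a Cp of 25.25 in that pool, and miR-146a-5p (31.02) and miR-142-3p (31.56) came close to the threshold of 32. miR-142-3p passed the threshold in the CDTX pools, at 28.53 in CDTX + SHAM and 29.18 in CDTX + SCI at D2, but not in the PBS + SCI pool at D2 (32.65) or in either PBS pool at D4. By rank among the 132 miRNAs of the CDTX + SHAM over PBS + SHAM comparison at D2, miR-21-5p was number 7 from the highest, miR-17-5p number 14 and miR-214-3p number 18, while miR-199a-3p was number 47 with a log2 ratio of 0.51 and miR-146a-5p number 35 with 0.81. At D4, miR-199a-3p was number 14 of 125.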

In CDTX-injured muscle, we observed an upregulation of osteo-suppressive miR-17-5p, miR-142-3p, miR-146a-5p, miR-199a-3p, miR-214-3p and miR-223-3p compared to PBS injected muscle (Fig. 2c). Among these osteo-suppressive miRNAs, miR-17-5p expression was further upregulated at D4 in CDTX + SCI compared to CDTX alone whereas miR-214-3p expression was significantly downregulated. Osteo-suppressive miR-30e-5p expression was significantly reduced by both SCI and CDTX injury at D4, while miR-143-3p expression was downregulated in CDTX-injured muscle (Fig. 2c). Moreover, osteogenic miRNAs miR-20a-5p and miR-21-5p were upregulated in CDTX muscle with miR-20a-5p and miR-199a-5p expression levels further increased in CDTX + SCI muscle at D4 and D7 respectively (Fig. 2d). Overall, osteo-suppressive miRNAs response appears to be delayed overtime while osteogenic miRNAs response to muscle damage seems to persist longer in CDTX + SCI muscle compared to CDTX muscle (Fig. 2c, d).

SCI has previously been described to alter muscle microenvironment^17^, so we hypothesized that SCI could set the path to an altered, pathologic muscle microenvironment that favours osteo-chondrogenic differentiation. We studied the expression levels of myomiRs involved in myogenic progenitors’ (MPs) activation, proliferation, differentiation, or fusion. We observed a downregulation of miR-1-3p, miR-133a-3p, miR-206 and miR-378a-3p in muscle tissue 2 days after CDTX injury (Fig. 2e). Interestingly miR-1-3p was downregulated by SCI alone at D4 compared to SHAM surgery, while miR-206 was underexpressed in CDTX + SCI compared to CDTX alone 7 days after NHOs induction.

### SCI upregulates osteogenic markers expression and impairs osteo-suppressive miRNAs expression in FAPs after muscle injury

We previously described FAPs to be at the origin of NHOs development and sought to understand how they adopt an osteo-chondrogenic fate by describing osteogenic markers temporality and selected miRNAs^13^. We sorted major mononuclear cell populations from muscles after enzymatic digestion: FAPs (CD34^+^ CD31^−^ Sca1^+^ PDGFRα^+^ cells in CD45^−^ F4/80^−^ cells), MPs (α7Integrin^+^ CD34^low^ CD31^−^ Sca1^−^ cells in CD45^−^ F4/80^−^ cells), macrophages (CD45^+^ F4/80^+^ cells) and endothelial cells (ECs) (CD34^+^ CD31^+^ Sca1^+^ cells in CD45^−^ F4/80^−^ cells) (Fig. 3a, b). Because mineralization appeared as soon as D2 and osteogenic differentiation was already observed at D7, we focused on D2 and D4 post injury. As expected, cell populations distribution was severely disrupted following CDTX injury with fewer ECs, and a massive macrophages infiltration (Fig. 3c). Surprisingly, macrophages proportion was lower 2 days after CDTX + SCI compared to CDTX alone. Conversely, FAPs distribution in CDTX + SCI muscle was not different from acute injured muscle 2 days after injury, whereas FAPs proportion increased in NHO muscle after 4 days (Fig. 3d).

**Fig. 3:**
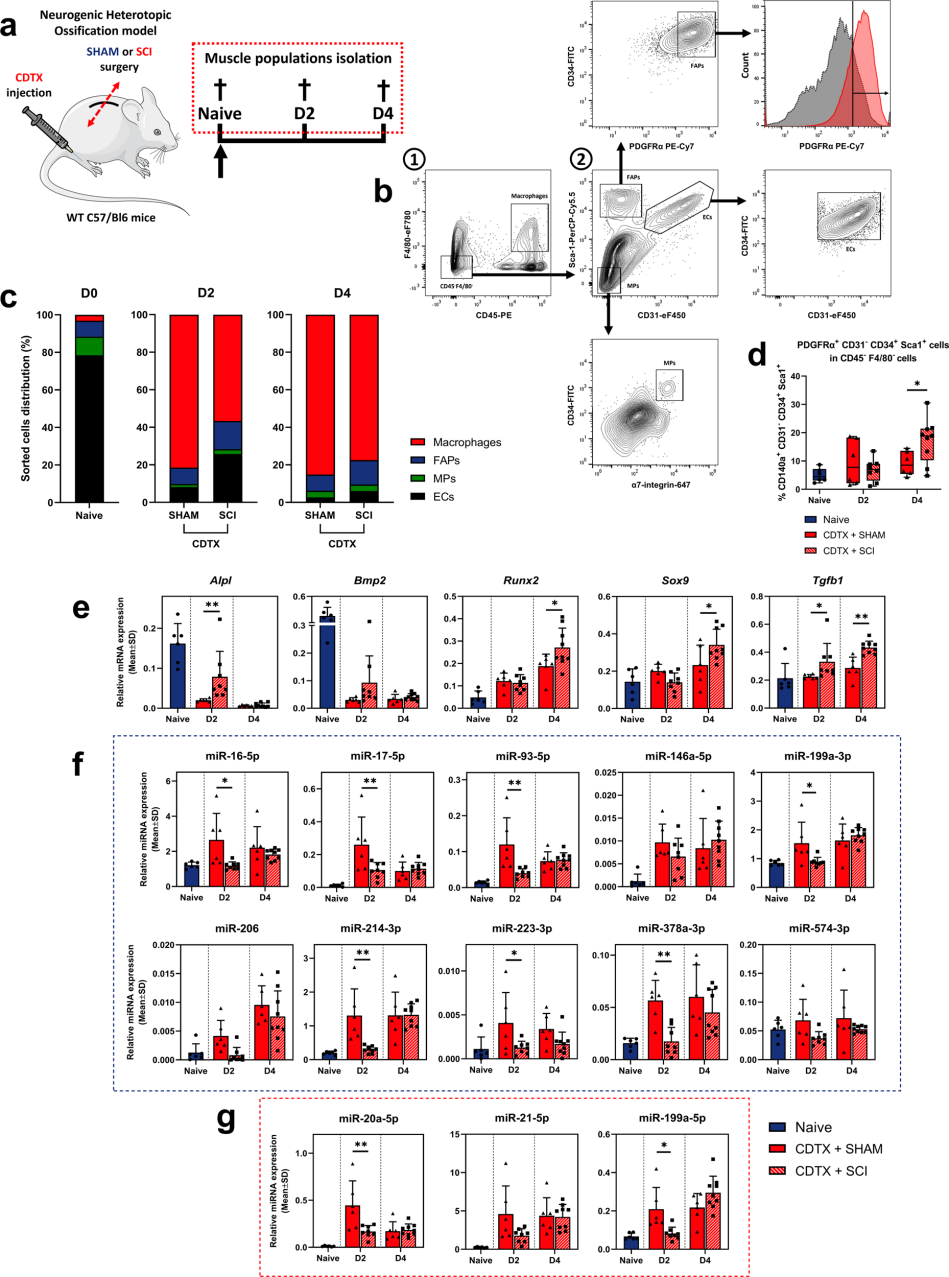
SCI upregulates osteogenic markers expression and impairs osteo-suppressive miRNAs expression in FAPs after muscle injury. **a** Experimental design of NHOs mouse muscle cellular subpopulations isolation in naive muscle and at day 2 and 4 after CDTX + SHAM or CDTX + SCI. This figure panel was partly generated using Servier Medical Art, provided by Servier, licensed under a Creative Commons Attribution 3.0 unported license. **b** Fibro-Adipogenic progenitors (FAPs), myogenic progenitors (MPs), macrophages and Endothelial Cells (EC) were sorted on the following strategy: macrophages were gated on CD45^+^ F4/80^+^ while non-hematopoietic lineage populations were all CD45^−^ F4/80^−^ as well as CD31^-^ Sca1^+^ CD34^+^ PDGFRα^+^ for FAPs, Sca1^−^ CD31^−^ CD34^low^ α7integrin^+^ for MPs and Sca1^+^ CD31^+^ CD34^+^ for ECs. **c** Muscle cell populations distribution on total sorted cells in naive muscle and CDTX + SHAM or CDTX + SCI muscle at day 2 and 4 (for each cell population, *n* = 6 in SHAM and naive groups, *n* = 8–9 in SCI groups). **d** Distribution of CD31^-^ Sca1^+^ CD34^+^ PDGFRα^+^ FAPs in CD45^−^ F4/80^−^ cells, in naive (*n* = 6), CDTX + SHAM (*n* = 6) and CDTX + SCI injured muscle (*n* = 8–9), 2 and 4 days after surgery. Relative **e** mRNA, **f** osteo-suppressive miRNAs and **g** osteogenic miRNAs expression levels measured by RT-qPCR from FAPs in naive, CDTX + SHAM and CDTX + SCI muscle at day 2 and 4 (*n* = 6–9). Histograms represent mean ± standard deviation (SD). Each dot represents independent biological samples from different mouse muscles (*n* = 6–9). Statistical differences were computed using two-way ANOVA with Šidák post hoc correction between CDTX + SHAM and CDTX + SCI groups (*P < 0.05, **P < 0.01, ***P < 0.001).

Then we measured the expression of osteo-chondrogenic mRNA in FAPs. We observed a drop in *Alpl* and *Bmp2* expression at D2 and D4 after CDTX injury compared to naive mice, however their expression levels remained higher in CDTX + SCI (Fig. 3e). *Runx2* and *Sox9* expression were activated by the CDTX injury with a significant overexpression in CDTX + SCI muscle at D4. Fibrosis marker *Tgfb1* was also more expressed in FAPs from CDTX + SCI muscle compared to CDTX alone both 2 and 4 days after NHOs induction (Fig. 3e). Osteo-suppressive miR-16-5p, miR-17-5p, miR-93-5p, miR-146a-5p, miR-199a-3p, miR-206, miR-214-3p, miR-223-3p, miR-378a-3p and miR-574-3p (Fig. 3f) and osteogenic miR-20a-5p, miR-21-5p, miR-199a-5p (Fig. 3g) expression levels were quantified and their expressions all followed a similar pattern, with increased expression at D2 in CDTX + SHAM group. Their expressions were also dampened in CDTX + SCI group, interestingly remaining close to naive FAPs expression levels (Fig. 3f, g). Collectively, these results suggest a miRNAs mediated osteo-suppressive mechanism activated in FAPs after CDTX injury, that FAPs fail to activate in CDTX + SCI muscle where NHOs occurs.

### Myogenic markers and miRNAs involved in muscle regeneration are downregulated by SCI in MPs from injured muscle

While we recently reported that MPs were absent from mineralized nodules in NHOs 14 days post CDTX + SCI injuries, MPs remain a population of interest at the early stages of NHOs pathogenesis since SCI impairs muscle regeneration^13^. MPs cell number drastically decreased 2 days after CDTX injury before a rapid expansion at D4 (Fig. 4a). Interestingly, MPs expression of *Alpl* and *Bmp2* followed the same trend as FAPs with a lower expression in response to CDTX, partially alleviated in MPs from CDTX + SCI muscle (Fig. 4b). MPs also expressed osteo-chondrogenic markers, *Runx2* was expressed similarly in CDTX and CDTX + SCI groups compared to healthy muscle while *Sox9* expression was higher in CDTX + SCI MPs compared to MPs from CDTX-injured muscle at D4 (Fig. 4b). *Pax7* and *Myf5* are markers of MPs quiescence while *Myod1* is a marker of MPs activated state. As expected, we observed the activation of MPs in response to acute muscle damage in both CDTX and CDTX + SCI muscles, with a drop in *Pax7* and *Myf5* expression (Fig. 4c). Interestingly, *Pax7* and *Myf5* expression levels were lowered in MPs from CDTX + SCI muscle compared to CDTX muscle at D4 while *Myod1* expression levels increased steadily in both experimental conditions. Lastly, *Myog* is involved in myogenic differentiation. We found an activation at D4 in response to CDTX that was blunted in CDTX-SCI mice suggesting a delayed differentiation (Fig. 4c).

**Fig. 4:**
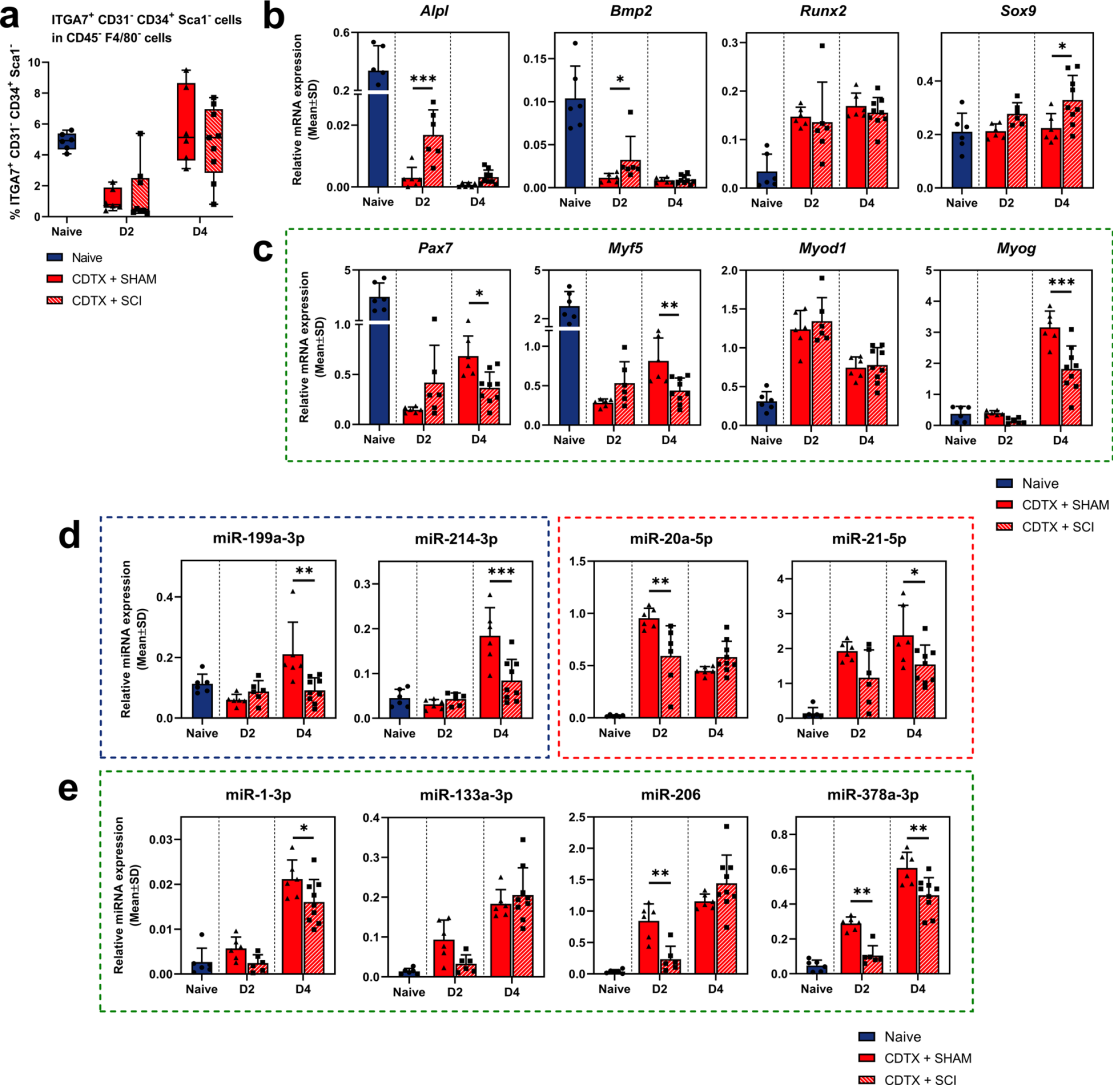
Myogenic markers and miRNAs involved in muscle regeneration are downregulated by SCI in myogenic progenitors from injured muscle. **a** Distribution of Sca1^−^ CD31^−^ CD34^low^ α7integrin^+^ MPs in CD45^−^ F4/80^−^ cells, in naive (*n* = 6), CDTX + SHAM (*n* = 6) and CDTX + SCI injured (*n* = 6–9) muscle. Relative **b** osteogenic markers mRNAs, **c** myogenic markers mRNAs, **d** osteo-suppressive/osteogenic miRNAs and **e** myomiRs expression levels measured by RT-qPCR from MPs in naive, CDTX + SHAM and CDTX + SCI muscle at days 2 and 4 (*n* = 6–9). Histograms represent mean ± standard deviation (SD). Each dot represents independent biological samples from different mouse muscles (*n* = 6–9). Statistical differences were computed using two-way ANOVA with Šidák post hoc correction between CDTX + SHAM and CDTX + SCI groups (*P < 0.05, **P < 0.01, ***P < 0.001).

Osteo-suppressive miR-199a-3p and miR-214-3p expression levels were higher in MPs at D4 in CDTX group compared to CDTX + SCI and healthy muscle (Fig. 4d). Osteogenic miR-20a-5p and miR-21-5p expression levels were induced by CDTX at D2 and D4 while decreased in MPs from CDTX + SCI muscles, as found in FAPs (Fig. 4d). MiR-1-3p, miR-133a-3p, miR-206 and miR-378a-3p participate in various stages of MPs activation, proliferation, and myogenic differentiation. Their expression was induced after CDTX injury and was partially hindered in MPs from CDTX + SCI muscle at D2 and D4 (Fig. 4e). Taken together, these results indicate that MPs from CDTX + SCI muscle express less *Myog*, myomiRs and more osteogenic markers in the initial stages of ectopic mineralization development compared to CDTX damaged muscle only.

### Conditioned medium from LPS-stimulated-CD14^+^ macrophages (CM^+^) potentiates human FAPs osteogenic differentiation and increases osteo-chondrogenic markers and miRNAs expression

To confirm our findings and explore their relevance to human NHOs, we used PDGFRα^+^CD56^−^ FAPs isolated from skeletal muscle surrounding NHOs surgical resection specimens (Fig. 5a). FAPs expressed classical mesenchymal stromal cells markers such as CD73, CD90 and CD105 as we previously described^13,36^. FAPs were cultured in osteogenic conditions (OB) with LPS, conditioned medium from naive (CM^−^) or LPS-stimulated CD14^+^ macrophages (CM^+^) to mimic the inflammatory environment. CM^+^ osteo-inducing potential and pro-inflammatory cytokines levels were described in previous work^8,27^ and we confirmed its ability to enhance FAPs mineralization (Fig. 5b) and alkaline phosphatase activity (Fig. 5c). OSX and RUNX2 protein expression were upregulated by the addition of CM^+^ compared to osteogenic differentiation medium alone (Fig. 5d). We next quantified osteo-chondrogenic markers 1, 3, 7 and 10 days post osteogenic induction (Fig. 5e). We observed that *ALPL*, *BMP2*, *RUNX2* and *ATF4* were upregulated by OB + CM^+^ compared to control growth medium or osteogenic differentiation medium alone, with increased expression overtime. Intriguingly, chondrogenic markers *SOX9* and *COMP* were downregulated by OB + CM^+^ whereas *COL10A1*, a marker of chondrocyte hypertrophy, was expressed only in OB + CM^+^ condition (Fig. 5e). Expression of *ACVR1*, a BMP receptor involved in *Fibrodysplasia Ossificans Progressiva* (FOP), the genetic form of HOs, was not altered by any experimental conditions (Fig. 5e).

**Fig. 5:**
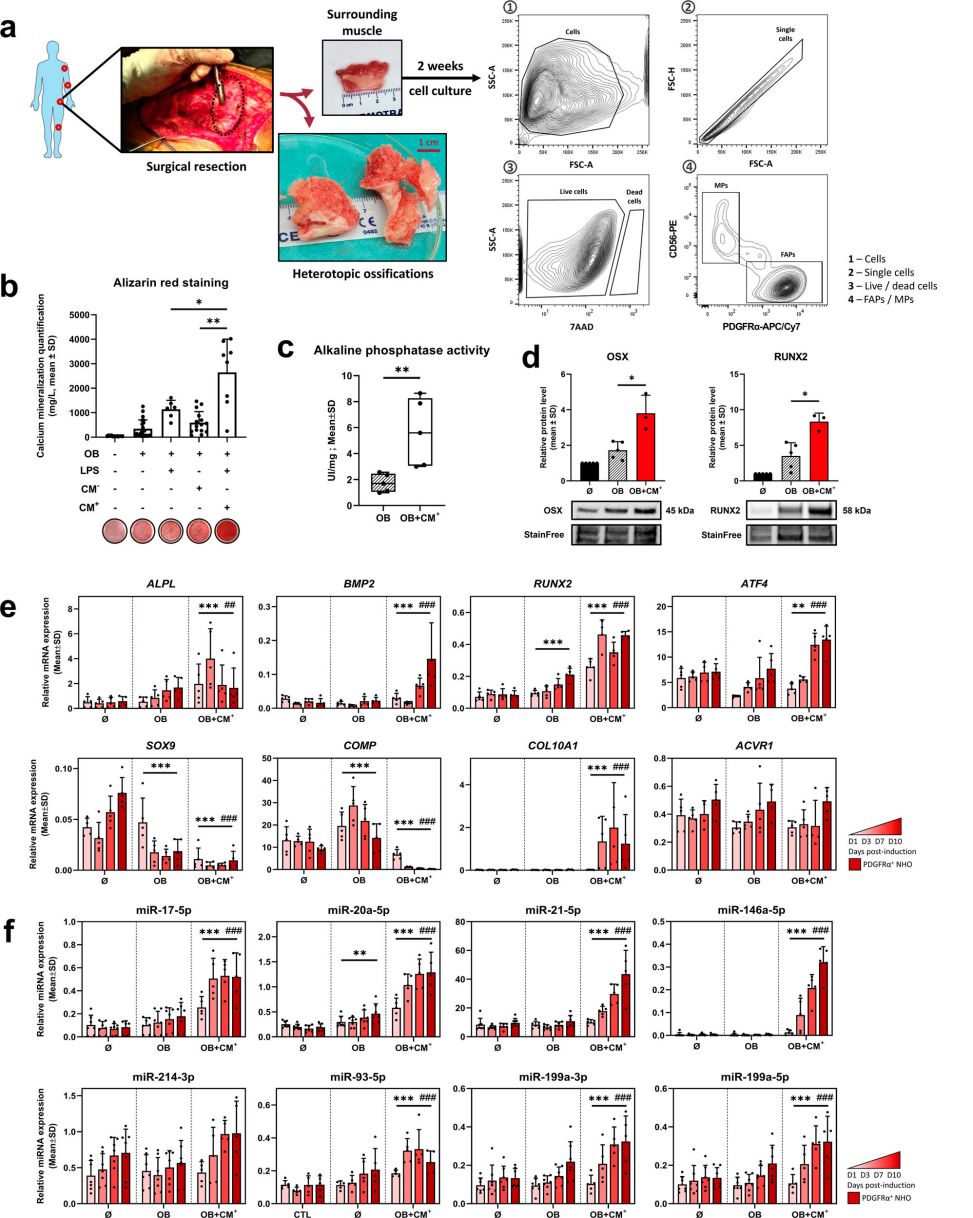
Conditioned medium from LPS-stimulated-CD14^+^ macrophages (CM^+^) potentiates human FAPs osteogenic differentiation and increases osteo-chondrogenic markers and miRNAs expression. **a** Experimental design of human muscle progenitors isolation from NHOs surgical resection. Briefly, human muscles were collected around the ectopic ossification, after surgical removal, mechanically and enzymatically minced, cultured for 2 weeks, and adherent cells were sorted on PDGFRα^+^ CD56^−^ for FAPs and PDGFRα^−^ CD56^+^ for MPs from 7-AAD^−^ live single events. **b** Osteogenic differentiation assay of human FAPs cultured in osteogenic conditions (OB), supplemented with lipopolysaccharides (LPS, 100 ng/mL) and naive (CM^−^) or LPS-stimulated conditioned medium (CM^+^) from macrophages, obtained through CD14^+^ isolation from human buffy coat, in a 1:10 ratio. Mineralization was observed using alizarin red staining and quantified at 405 nm after acid-SDS extraction. Each dot represents independent biological samples from different NHOs surgery (*n* = 6–18). **c** Alkaline phosphatase activity was assessed, 7 days after osteogenic induction with or without CM^+^ by monitoring the optical density at 405 nm after incubation with a commercial substrate at 37 °C (*n* = 5). **d** OSX and RUNX2 protein expression levels were quantified by western blot 7 days after osteogenic induction with or without CM^+^ (*n* = 3–5). Relative RT-qPCR **e** osteogenic mRNA and **f** miRNAs expression levels from FAPs control, OB, OB + CM^+^ at 1, 3, 7 and 10 days after osteogenic induction (*n* = 5) (*P < 0.05, **P < 0.01, ***P < 0.001 represent group effect compared to Ø condition ; ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001 represent group effect compared to OB condition). Histograms represent mean ± standard deviation (SD). Each dot represents independent biological samples from different NHOs surgery. Statistical differences were calculated using Mann–Whitney *U* test for simple comparisons or two-way ANOVA with Tukey post hoc correction for multiple comparisons (*P < 0,05, **P < 0,01, ***P < 0,001).

We next explored the expression of previously identified miRNAs candidates from our NHOs mouse model (Supplementary Data 2). Osteo-suppressive miR-17-5p, miR-146a-5p, miR-93-5p and miR-199a-3p as well as osteogenic miR-20a-5p, miR-21-5p and miR-199a-5p were overexpressed in the OB + CM^+^ culture condition compared to control or osteogenic differentiation medium alone (Fig. 5f). Interestingly, osteo-suppressive miR-214-3p was not significantly overexpressed in OB + CM^+^ cultured FAPs (Fig. 5f). Hence, we confirmed that both osteo-suppressive and osteogenic miRNAs were upregulated in NHOs patients FAPs by a pro-inflammatory/pro-osteogenic environment, consistent with murine FAPs miRNAs response to CDTX injury.

### Synthetic miRNAs inhibitors and mimics transfections suppress both mineralization and osteo-chondrogenic markers in human FAPs

To determine whether our miRNAs candidates contribute to FAPs osteogenic differentiation in NHOs, we transfected mimics or antimiR oligos in FAPs. Based on previous evidence, we selected two major candidates: the osteo-suppressive miR-214-3p and the osteogenic miR-20a-5p and two minor candidates: osteo-suppressive miR-146a-5p and osteogenic miR-199a-5p to perform functional analysis (Fig. 6). We ensured that neither the transfection vector nor specific inhibitors and mimics altered cell viability (Fig. 6a). As expected, miR-20a-5p inhibitor reduced miR-20a-5p expression and miR-214-3p mimics was abundant in transfected human FAPs (Fig. 6b). We quantified alizarin red staining after inducing osteogenic differentiation of transfected FAPs and observed that both the inhibition of osteogenic miR-20a-5p/miR-199a-5p and the overexpression of osteo-suppressive miR-214-3p/miR-146a-5p decreased human FAPs osteogenic mineralization (Fig. 6c). We also performed osteogenic differentiation assays in FAPs transfected with the 4 oligos and found a 50% decrease in mineralization compared to control (Fig. 6c). Finally, we studied protein expression of indirect but biologically relevant osteo-chondrogenic targets of miR-214-3p and miR-20a-5p (Fig. 6d). We found a decrease in MTOR and RUNX2 protein expression using miR-20a-5p inhibitor and a decrease in OSX, SOX9 and RUNX2 using miR-214-3p mimic in human FAPs (Fig. 6d). On the contrary, miR-214-3p analogs increased FAPs RUNX2 protein expression (Supplementary Fig. 3). Additionally, functional analysis of miR-17-5p inhibitor did not affect osteogenic properties of human FAPs, similarly to opposite oligos of precedingly described candidates, suggesting the involvement of saturation mechanisms and highlighting the importance of baseline expression levels (Supplementary Fig. 3).

**Fig. 6:**
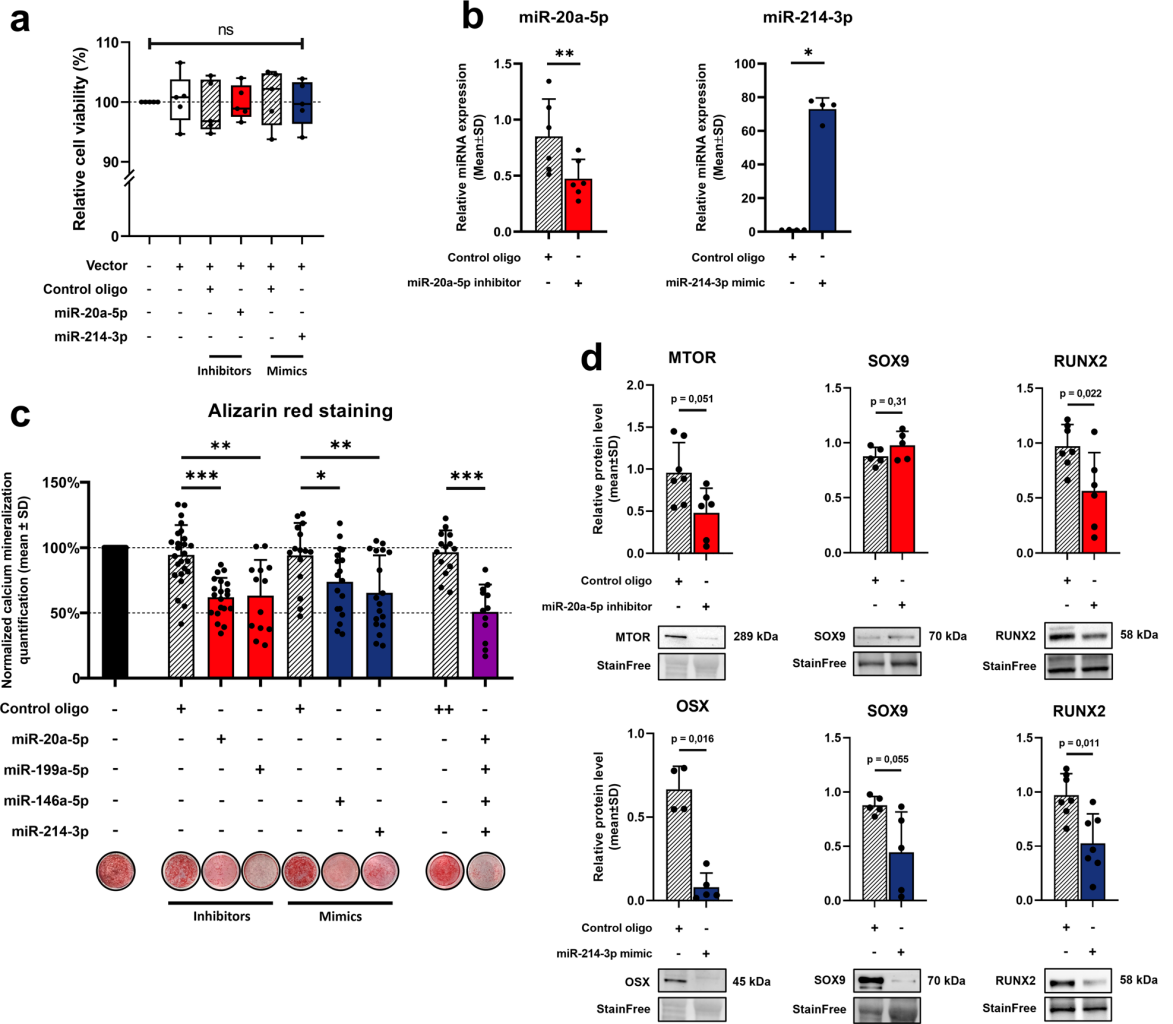
Synthetic miRNAs inhibitors and mimics transfections suppress both mineralization and osteo-chondrogenic markers expression in human FAPs. **a** FAPs viability was assessed by quantifying DAPI intake intensity by dead or apoptotic cells in flow cytometry in five experimental groups: control, lipofectamine RNAimax vector, vector+control oligo, vector+miR-20a-5p inhibitor and vector+miR-214-3p mimic. Inhibitors transfections were performed during 48 h at 10 nM and mimics at 1 nM for both control oligos and specific oligos (*n* = 5). **b** Relative RT-qPCR miRNAs expression levels in FAPs after control oligo or miR-20a-5p inhibitor and miR-214-3p mimic transfection (*n* = 5–6). **c** Osteogenic differentiation assays of transfected human FAPs cultured in osteogenic conditions (OB). Control inhibitor, miR-20a-5p inhibitor, miR-199a-5p inhibitors were used at 10 nM final and control mimic, miR-146a-5p mimic, miR-214-3p mimic at 1 nM final (*n* = 12–25). Values were normalized to OB condition alone. Statistical differences were calculated using unpaired *t* test with Welch correction (*P < 0,05, **P < 0,01, ***P < 0,001). **d** MTOR, SOX9 and RUNX2 protein expression levels from FAPs were quantified by western blot 7 days after osteogenic induction of control oligo or miR-20a-5p inhibitor transfection (top panel). OSX, SOX9 and RUNX2 protein expression levels were quantified by western blot 7 days after osteogenic induction of control oligo or miR-214-3p mimic transfected FAPs (bottom panel) (*n* = 5–7). Histograms represent mean ± standard deviation (SD). Each dot represents independent biological samples from different NHOs surgery. Unless stated otherwise, statistical differences were calculated using Mann–Whitney *U* test for simple comparisons or one-way ANOVA with Tukey post hoc correction for multiple comparisons (*P < 0.05).

## Discussion

Although it is currently admitted that NHOs follow an intramuscular osteochondral development, the involvement of the central nervous system injury in the initial physiopathological stage remains unclear. Our results uncover a link between muscle FAPs and MPs miRNAs expression and distant central nervous system injury leading to the onset of NHOs in a clinically relevant mouse model. After muscle injury, we found an increase in osteo-chondrogenic markers *Runx2*, *Sox9, Col10a1* and *Tgfb1*. Osteogenic and most osteo-suppressive miRNAs were activated in CDTX-injured muscle tissue while SCI increased the expression of the osteogenic miR-20a-5p in CDTX muscle at D4. Interestingly, the combination of muscle injury and SCI prompted osteogenic miRNAs response while partially inhibiting osteo-suppressive miRNAs expression. 

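At D4, 14 of 157 miRNAs were at least 2-fold lower in CDTX + SCI than in CDTX + SHAM muscle and 0 were higher. The lowest ratios were those of miR-335-3p (log2 -2.13), miR-1900 (-1.71), miR-483-3p (-1.61), miR-1949 (-1.51) and miR-674-5p (-1.42). Of these only miR-1900 had a Cp of at most 32 in all pools, with a mean Cp of 31.2. The count of 14 fell to 8 with a Cp of at most 32 in all pools and to 5 with a Cp of at most 30. miR-214-3p, named in the paper as osteo-suppressive, was number 6 from the lowest at -1.35 (0.393-fold), miR-574-3p was number 12 at -1.11 (0.464-fold), and miR-199a-3p was number 18 at -0.94 (0.522-fold), under 2-fold. The 4 members of the Dnm3os cluster, which gives rise to miR-199a and miR-214, all had negative ratios, with a median of -0.94 (percentile 0.58). The osteogenic miR-199a-5p is 1 of these 4 and stood at -0.76. Members of the imprinted Dlk1-Dio3 cluster, known to be active in embryonic and regenerating muscle, had a median of -0.71 over 15 kept (percentile 3.42), and 2 were at least 2-fold lower, miR-127-3p at -1.35 and miR-411-5p at -1.17. Both cluster lists were fixed after the values of Fig. 2b had been seen. Its lowest entries at D4 include miR-214-3p, miR-199a-3p, miR-127-3p, miR-411-5p and other members of these clusters. The low percentiles therefore restate that pattern and do not test it. Among all 157 miRNAs the highest ratio was 0.55, for miR-101b-3p.
The median log2 ratio of all 157 miRNAs was -0.29. With the global mean as reference every ratio is higher by 0.29: miR-214-3p is then at -1.06, miR-574-3p at -0.82 and miR-199a-3p at -0.65, and 8 miRNAs are at least 2-fold lower. Each of these 2 conditions has a single pool, so the profiling itself holds no replicate of these differences.

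**Figure D3:**
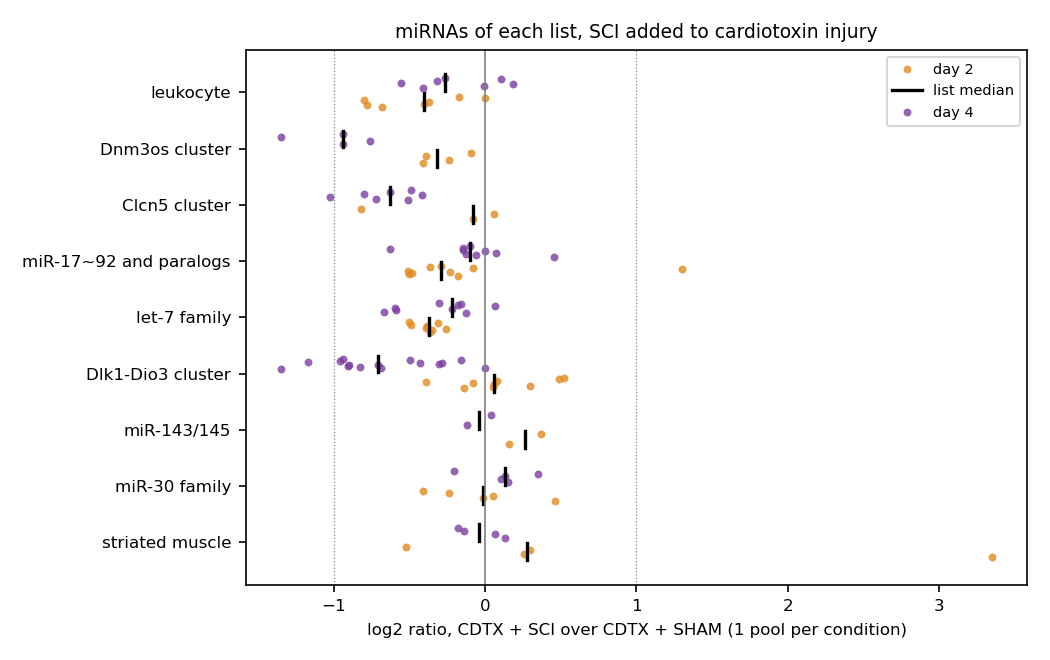
Log2 ratios of single miRNAs (points) in CDTX + SCI over CDTX + SHAM at day 2 and day 4, grouped by list, with list medians as black bars and dotted lines at 2-fold. At day 4 the Dnm3os and Dlk1-Dio3 clusters have medians of -0.94 and -0.71, which become -0.65 and -0.42 with the global mean as reference.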

Among the most SCI-downregulated miRNAs 4 days after injury, we identified suppressors of osteogenesis and chondrogenesis : miR-214-3p, miR-199a-3p, miR-574-3p^37–40^. These results show that miRNAs landscape in skeletal muscle is profoundly altered in response to muscle damage and that SCI substantially modifies the osteogenic/osteo-suppressive miRNA balance.

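Across the miRNAs kept in all 4 pools of D2, the log2 ratio of CDTX + SHAM over PBS + SHAM and that of CDTX + SCI over PBS + SCI, which share no pool, had a Pearson r of 0.919 and a Spearman rho of 0.917. At D4, r was 0.968 and rho 0.967 across 123 miRNAs. A correlation does not register the size of a response: of the miRNAs at least 2-fold lower without SCI, 26 of 31 at D4 had a smaller fall with SCI, and most rises were smaller as well, with each of the 5 other normalizations too. Of the miRNAs at least 2-fold higher, 22 were shared between the 28 without and the 22 with SCI at D2, where independent lists would share 4.85. At D4, 24 were shared between 34 and 26. The shared miRNAs include miR-21-5p, miR-20a-5p, miR-199a-5p, miR-17-5p, miR-214-3p and miR-223-3p on both days. Of those at least 2-fold lower, 19 were shared at D2 and 28 at D4, among them miR-1-3p, miR-133a-3p and miR-378a-3p.
The effect of SCI was smaller. SCI without CDTX (PBS + SCI over PBS + SHAM) and SCI with CDTX (CDTX + SCI over CDTX + SHAM) had an r of 0.234 at D2 and 0.305 at D4, and SCI with CDTX at D2 against D4 had an r of 0.0989, while CDTX + SHAM over PBS + SHAM on the 2 days had an r of 0.833. The ratios for SCI without CDTX had an SD of 0.312 at D2 and 0.277 at D4. The difference between 2 assays of 1 miRNA was 0.35 (root mean square), but it holds the error of both assays, so the 2 sizes are not alike. No replicate pool measures the error of these small ratios, so a low r does not show that the effects of SCI differ. Each mouse received CDTX in 1 hindlimb and PBS in the other, and the labels do not say whether pools of the same surgery and day share mice. In the difference between the responses to CDTX with and without SCI, 2 miRNAs were at least 2-fold higher and 6 lower at D2, and 0 and 2 at D4. The lower count at D2 depends on the reference: it was 2 with miR-23b-3p or miR-125b-5p alone, 3 with the global mean or in the deposited normalized values, and 7 with miR-24-3p alone. Of these 8 miRNAs 4 have a second assay, and by it none differed 2-fold: miR-1-3p changed from 3.26 to 0.22, miR-146b-5p from -1.01 to 0.39, miR-338-3p from -1.67 to -0.73 and miR-532-5p from -1.08 to -0.36, the first 2 with a Cp beyond 32 in the second assay. The 4 miRNAs of the Dnm3os cluster had smaller ratios with SCI at D4, by a median of -0.90. The correlations are across miRNAs, which are not independent replicates, and 8 of them were computed. From the rise of osteogenic and most osteo-suppressive miRNAs after CDTX, and from a higher osteogenic miR-20a-5p and lower miR-214-3p, miR-199a-3p and miR-574-3p in CDTX muscle with SCI at D4, the paper concludes that muscle damage alters the miRNA landscape and that SCI modifies the balance of osteogenic and osteo-suppressive miRNAs.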

Because miRNAs expression in whole muscle may reflect not only active regulations but also profound changes in cell composition, we next investigated miRNAs signature in sorted FAPs, the cells of origin of NHOs. We initially hypothesized that FAPs osteogenic miRNAs would be upregulated as observed in CDTX + SCI muscle, however, their expression levels were lowered at D2 compared to CDTX alone. Similarly, while osteo-suppressive miRNAs were upregulated in FAPs after injury, this response was blunted in CDTX-SCI group, including miR-214-3p, whereas osteo-chondrogenic markers were overexpressed. Interestingly, Eisner et al. have previously reported FAPs osteogenic phenotype during muscle inflammation in the onset of traumatic heterotopic ossifications^41^. These results suggest a miRNAs osteo-suppressive mechanism activated by FAPs in response to muscle injury and osteogenic signaling during muscle damage to prevent aberrant FAPs osteogenic commitment, which is impaired by SCI.

Our mouse model is characterized by a SCI-induced failure of muscle regeneration and ectopic ossification. To understand how SCI impairs muscle regeneration and induces NHOs, we next studied MPs. As MPs do not contribute to NHOs formation, we anticipated limited modulation of osteogenic and osteo-suppressive miRNAs^13^. Our results showed however that MPs osteo-suppressive miRNAs were downregulated 4 days after NHOs induction, as observed for FAPs miRNAs downregulation after 2 days. However, it should be noted that miR-214-3p has well-documented roles in myoblast proliferation and differentiation therefore the expression pattern we found may be totally disconnected from any osteogenic process^42,43^. Myogenic marker *Myog* and myomiRs were also downregulated in MPs from NHOs developing muscles suggesting altered or delayed myogenesis. Interestingly, SCI-downregulated myogenic miR-1-3p which targets the master regulator of chondrogenesis *Sox9*, found to be increased in MPs from NHO muscle^44^.

We next studied human FAPs sorted from patient’s muscle surrounding NHOs. We used our previously published model where FAPs are cultured with conditioned media from activated macrophages to mimic NHOs muscle environment in vitro^8,27^. We confirmed that the osteogenic differentiation and osteogenic markers expression were significantly increased. Interestingly, osteo-suppressive miR-214-3p was the only miRNA identified in both models that was not overexpressed in mineralizing conditions (CDTX + SCI and OB + CM^+^). The functional analysis revealed that miR-20a-5p and miR-199a-5p inhibitors as well as miR-146a-5p and miR-214-3p mimics reduced FAPs mineralization. Downstream osteo-chondrogenic markers were also decreased at protein level, including the key regulators RUNX2 and OSX. MiR-20a-5p and miR-199a-5p are involved in osteogenic differentiation of human stem cells, respectively regulating *BMP/SMAD* and *HIF1a* signaling^45–48^. On the other side of the spectrum, miR-214-3p and miR-146a-5p have both been described in osteo-suppressive mechanism by targeting *ATF4* and *SIRT1*^37,49^. It is interesting to note that miR-199a-3p and miR-199a-5p are the two arms of the same pre-miRNA but exhibit opposed roles on osteo-chondrogenic process, as well as different abundancy levels in mice FAPs. This suggests that the same pre-miRNA could contain both the stimulation and the inhibition signals, and that each strand has an independent fate after miRNA maturation. As such, investigating their active regulation such as sponging RNAs could be of great interest to decipher their role in NHOs pathogenesis. As transfection of a mix of the four candidates could not improve the osteogenic inhibition, we think that these miRNAs target similar osteogenic pathways in redundant ways. Taken together, our results suggest that FAPs osteogenic differentiation in NHOs is supported by blunted osteo-suppressive miRNAs response linked to SCI concomitant to osteogenic stimuli after muscle injury. Indeed, basal miRNAs expression levels prevent FAPs from undergoing osteogenic differentiation in healthy muscle or control medium, alike the simultaneous upregulation of both osteogenic and osteo-suppressive miRNAs in injured/regenerating muscle. Hence, overexpression of osteogenic markers and lack of osteo-suppressive miRNAs activation in differentiation and mineralization.

In the present study, we studied isolated FAPs (bone forming cells) and MPs (that fail regenerating) but not macrophages that are key players in NHOs. This is a limitation of our study, but also a deliberate choice, since the complexity of the results leads us to believe that a dedicated study is needed. Our results on whole muscle tissue bring clues and confirm the need for such a study. MiR-214-3p and miR-146a-5p have been reported to regulate M2 macrophage polarization^50,51^ while miR-20a-5p targets *TGFβ* signalling, favouring M1 pro-inflammatory macrophages phenotype^52,53^. As SCI exacerbates inflammation, those miRNAs could represent promising targets to couple osteo-suppressive effect and pro-resolution macrophages capacities^54^. Macrophages differentiation and polarization may be studied to better understand how they affect NHOs development and how the SCI could potentially skew miRNAs signaling leading to altered MΦ/M1/M2 activations. The question of a transfer of miRNAs from macrophages to FAPs that could support their osteoblastic differentiation goes beyond the aim of the present study, but further investigations may be of great interest since inflammation is a key mechanism in NHOs. Of further note, in a rat model of traumatic brain injury, injured neurons produced and released osteogenic miRNAs that accelerate bone healing^55^. It should however be acknowledged that despite abundant literature describing miRNAs signaling between cells, the importance of such mechanisms is still debated^56–58^. Taken together, our results show for the first time that central nervous system injury substantially modifies the miRNAs landscape in injured muscle as well as in FAPs and MPs. The functional analysis in NHO patient’s cells demonstrates that several dysregulated miRNAs alter FAPs osteogenic differentiation. Our results suggest that NHOs pathogenesis is not regulated by a single miRNA but rather by a finely tuned balance between osteogenic and osteo-suppressive miRNAs. Muscle damage upregulates both osteogenic and osteo-suppressive miRNAs while central nervous system damage disrupts this equilibrium by lowering osteo-suppressive miRNAs response. More work is needed to determine whether intercellular miRNAs signaling also contributes to NHOs pathogenesis and how macrophages participate in this complex signaling.

## Methods

### NHOs mouse model

Animal experiments were conducted in accordance with the Directive 2010/63/EU of the European Parliament and of the Council of September 22, 2010 (2010/63/EU). The experimental procedures were approved by the “C2EA-26” Ethics committee in accordance with French Ministry of Research regulations (#25901-2020060515467494).

Six to eight weeks old female C57Bl/6 mice from Janvier Labs (France) underwent spinal cord transection injury (SCI) between T11-T13 or SHAM surgery (control) followed by intramuscular injections of 12 µM cardiotoxin (CDTX, L8102, Latoxan, left hindlimb) and phosphate-buffered saline (PBS, right hindlimb) into each gastrocnemius (150 µL). Mice were euthanized at 0 (naive), 2, 4 or 7 days post-surgery and both gastrocnemius were harvested and either processed for cell isolation or flash frozen in isopentane (M32631, Sigma-Aldrich) and embedded in OCT. Naive mice were also used. The occurrence and volume of NHOs in male or female mice is not different in our model, female mice were used to because urination is blocked by the SCI and triggering it much easier in females, thereby reducing anesthesia duration and infection risk.

### Muscle histology and immunohistochemistry

In all, 8 µm cryosections were dried and stained with Hematoxylin Phloxine Saffron (HPS) (Dako). For Von Kossa staining, cryosections were incubated 30 min at RT in 1% silver nitrate in the dark followed by 15 min incubation in UV chamber and nuclear fast red counterstain. All sections were analyzed using a Pannoramic Midi II slide scanner and Case Viewer software (3D HISTECH Ltd.).

For immunohistochemical staining, cryosections were fixed in 4% PFA 15 min, incubated in PBS-Triton 0.5% 15 min followed by 1 h in PBS-BSA 1% at RT. Muscle sections were incubated with rabbit polyclonal anti-laminin antibody (dilution 1/200, Abcam) or rabbit polyclonal anti-osteocalcin or anti-Collagen III antibody (dilution 1/100 and 1/200, Abcam) in PBS-BSA 1% overnight at 4 °C. Corresponding normal polyclonal rabbit IgG was used as negative control (Abcam). Sections were washed with PBS and incubated with secondary antibody Donkey anti-rabbit Alexa Fluor 594 or Goat anti-rabbit Alexa Fluor 488 (1/500, Thermo) in PBS-BSA 1% for 1 h à room temperature. Slides were finally mounted in Vectashield antifade mounting medium with DAPI (Vector). All sections were analyzed using inverted epifluorescence microscope (DMi8, Leica) and Fiji software (ImageJ)

### Murine FAPs, macrophages and MPs isolation

Cellular isolations were performed following an adapted protocol from ref. ^59^. Briefly, gastrocnemius muscles were mechanically minced and incubated in 10 mg/mL collagenase B (11 088 831 001, Roche) with 2.4 U/mL Dispase II (17101015, Gibco) at 37 °C for 30 min. Digestion was stopped using α-MEM 50% FBS solution and filtered through a 70 µm cell strainer. Red blood cell lysis was performed using commercial buffer (130-094-183, Miltenyi). Cells were incubated in FcBlock (130-092-575, Miltenyi) for 30 min and control isotypes and antibodies were added at the indicated concentrations (see antibody table). After incubation, cells were washed and filtered through a 30 µm cell strainer before sorting. After sorting (Fig. 3a), cells were collected in 700 µL QIAzol lysis reagent (79306, Qiagen) to perform microRNAs and mRNAs screening.

### microRNAs screening and RT-qPCR analysis

Total RNAs were extracted from NHOs mice gastrocnemius biopsy or from FAPs cultured at 8000 cells/cm^2^ using QIAzol lysis reagent (79306, Qiagen) and chloroform (C2432, Sigma-Aldrich) extraction. RNA precipitation was performed using isopropanol (34965, Sigma-Aldrich) and GlycoBlue (AM9515, Ambion) for 20 min at −20 °C. Pellet were washed with 75% EtOH (20824.321, BDH Chemicals) before RNAse free water resuspension. Total RNA concentration were evaluated by NanoDrop (ThermoFisher), pre-diluted to 20 ng/µL for mRNA or 5 ng/µL for microRNA and stored at −80 °C. Reverse transcriptions were performed with RT² First Strand kit (330404, Qiagen) for mRNA and miRCURY LNA RT kit (339340, Qiagen) for microRNA following manufacturer instructions. Post-RT cDNA were respectively diluted to 1:80 (mRNA) and 1:20 (microRNA) before RT-qPCR amplification using RT² SYBR Green (330502, Qiagen) and miRCURY LNA SYBR Green (339345, Qiagen). NHOs mice microRNAs screening was performed using miRNome Mouse&Rat panel I + II (V5, 339322, Qiagen). These panels contain miRNAs that are highly expressed and more likely to be differentially expressed in diseases based on how often they are cited in the literature. The quantification cycle was determined as the second derivative maximum by the LightCycler software. In each experiment, the three most stable reference genes or microRNAs were selected using Genorm software (v3.4). The expression of the target genes/miRNAs was quantified using 2^ΔCt^ method (ΔCt = Ct_reference_ − Ct_target_) with each reference. The final quantified value is the geometric mean of the 3 values obtained. 

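Among the 116 miRNAs with a Cp of at most 32 in all 8 pools, the stability of each was computed as geNorm's M, the mean SD of its log2 ratio to every other candidate, for which a lower value means more stable. M was computed once over all candidates, without removing the least stable step by step. The paper does not state which candidates it ranked, so these ranks need not equal its own. miR-24-3p ranked 6 of 116 (M = 0.666), miR-23b-3p 7 and miR-125b-5p 11 (M = 0.670). The lowest M was that of miR-497-5p, at 0.652, followed by miR-27b-3p and let-7c-5p. miR-23a-3p, from the same cluster type as miR-23b-3p, ranked 12, and miR-16-5p ranked 24 with an M of 0.708. Over the 58 candidates with a Cp of at most 30 in all pools, miR-125b-5p ranked 2, miR-23b-3p 4 and miR-24-3p 10. The mean Cp of the 3 references ranged from 24.7 in PBS + SHAM at D2 to 25.6 in CDTX + SHAM at D4. These M values come from pools of different conditions, 1 per condition, and not from repeats of 1 condition.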

For in vivo screening, the most stable genes and miRNAs were *Hprt*, *Rplp0*, *Ppia* and hsa-miR-24-3p, hsa-miR-23b-3p, hsa-miR-125b-5p. For in vitro experiments *FGFR1*, *ITGA1*, *BGN* and hsa-miR-24-3p, hsa-miR-103a-3p, hsa-miR-143-3p were selected as references.

### Human ethics statement

All human samples were obtained with the informed consent of the patients, the approval from the people protection committee (CPP approval n°09025, study BANKHO) and the approval from the National Commission for Informatics and Liberties (CNIL approval n°Eyo1066211J).

### Human PDGFRα^+^CD56^−^ FAPs isolation

Muscle surrounding NHOs were collected from NHOs surgical wastes following their excision from patients with brain injuries, spinal cord injuries or strokes. NHOs resection surgeries were performed at Raymond Poincaré Hospital (Garches, France). Muscle fragments were mechanically minced, placed in a 50 ml Falcon tube, and incubated in 1.5 mg/ml pronase (#10165921001, Sigma-Aldrich) in α-MEM, 45 min in a 37 °C water bath. After addition of α-MEM supplemented with 15% FBS and 1% P/S antibiotics, the cell suspension was filtered through a 100 µm cell strainer followed by a 40 µm cell strainer. Isolated muscle cells were maintained in α-MEM supplemented with 15% FBS, 1% P/S antibiotics and 10 ng/ml basic fibroblast growth factor (bFGF, 233-FB, R&D Systems) for 2 weeks. Human muscle progenitor cells were trypsinized and incubated 30 min with biotinylated anti-human PDGFRα (2217560, Sony) and CD56-PE (clone B159, BD Pharmigen) monoclonal antibodies in PBS 2% FCS, 2 mM EDTA or with control isotypes IgG1 PE (A07796, Beckman Coulter) and IgG1 APC/Cy7 (AB-105-C, R&D Systems). Cells were washed and incubated 30 min with Streptavidin-APC/Cy7 (262040, ICyt) and the viability dye 7-AAD (2702020, Sony). Cells were washed and filtered through a 30 µm cell strainer (Sysmex) and sorted using a FACSAria III SORP sorter (BD Biosciences). PDGFRα^+^CD56^−^ FAPs were seeded at 3000 cells per cm^2^ in α-MEM supplemented with 10% FBS and 1% P/S antibiotics.

### Human CD14^+^ monocytes isolation and preparation of conditioned medium (CM^+^)

Human CD14^+^ blood monocytes were isolated from whole blood donation buffy coat from the Centre de Transfusion Sanguine des Armées (CTSA, Clamart, France). Peripheral blood mononuclear cells (PBMC) were recovered from using Ficoll gradient (Pancoll, Pan-Biotech). CD14^+^ monocytes were then isolated following magnetic separation using CD14 microbeads (130-050-201, Miltenyi Biotec). CD14^+^ cells were seeded at 1.25 × 10^6^ cells per cm^2^ and stimulated with lipopolysaccharides (LPS) (CM^+^, 100 ng/mL, L6529, Sigma-Aldrich) or naive without LPS (CM^−^) for 72 h. Conditioned medium were collected, centrifuged 5 min at 500× *g*, and pooled CM^+^ were used in a 1 to 10 ratio in cell culture medium during osteogenic differentiation assays.

### In vitro osteogenic differentiation assay and mineralization quantification

Human PDGFRα^+^CD56^−^ FAPs were seeded at 7900 cells/cm^2^ in α-MEM 10% FBS 1% P/S. After 3 days, culture medium was replaced by control medium (α-MEM 10% FBS 1% P/S antibiotics) or osteogenic medium (α-MEM 10% FBS 1% P/S antibiotics, 52 µg/mL dexamethasone, 12.8 µg/mL ascorbic acid and 2.15 mg/mL β-glycerophosphate (D-1159, A-8960, G-9422, Sigma-Aldrich) for 13 days. At the end of the differentiation process, cells were washed in PBS, fixed in 70% ethanol, washed in water, and stained in 20 g/L Alizarin red S (A5533, Sigma-Aldrich). Excess stain was removed during 3 washing steps. Alizarin Red S dye was extracted with 0.5 N hydrochloric acid, 5% sodium dodecyl sulfate (SDS) and quantified by spectrophotometry at 405 nm.

### Alkaline phosphatase activity assay

Alkaline phosphatase activity assays (AP0100, Sigma) were realized according to manufacturer’s instructions.

### AntimiR and mimic transfection

Functional analyses were performed using miRCURY LNA Power Inhibitors (10 nM final, 339121, Qiagen) and miRCURY LNA Mimics (1 nM final, 339173, Qiagen). Oligonucleotides were incubated 5 min at room temperature with Lipofectamine RNAiMAX (1.5 µL/mL, 13778075, ThermoFisher) in α-MEM prior to cell supplementation. After 48 h, culture medium was changed for osteogenic differentiation medium (see before). Viability was assessed by measuring dapi intensity in flow cytometry. We also performed negative control western blots to avoid the case of RISC complex saturation by analogous sequences leading to non-specific miRNAs biogenesis dysregulation as described by Khan et al.^60^.

### Viability assay

To assess viability of human FAPs after transfection with miRNAs inhibitors or mimics, we stained cells after 48 h of transfection with 5 µg/mL of DAPI for 5 min. Fluorescence was quantified in flow cytometry (CytoFLEX, Beckman Coulter).

### Western blot

Human PDGFRα^+^CD56^−^ FAPs in osteogenic assays were PBS washed before cell lysis incubation using PBS, Triton X-100 1% NP40 1%, SDS 0.1% deoxycholic acid 0.5% and protease inhibitors (11697498001, Roche) buffer. Cells were scrapped and incubated 20 min on ice. Supernatants were collected after centrifugation (13,000× *g*, 15 min at 4 °C). Protein concentrations were quantified using Pierce BCA protein assay kit (23252, ThermoFisher Scientific) following the manufacturer’s instructions. In total, 20 µg protein were loaded for electrophoresis in 10% acrylamide SDS-PAGE gels (161-0182, BioRad) before transfer on PVDF membrane (Trans-Blot Turbo, BioRad). Membrane saturations were performed for 2 h using 5% non-fat dry milk and subsequently incubated with specific antibodies (see antibody table) at 4 °C overnight. Membranes were probed with HRP secondary antibody (1:200,000, ab205718, Abcam) at room temperature for 2 h. After Enhanced ChemiLuminescence incubation (ECL, 170–5061, BioRad), imaging and densitometric analysis were performed on a ChemiDoc XRS+ (BioRad) using ImageLab for whole membrane StainFree normalization. Uncropped blots with molecular weights are presented in Supplementary Fig. 4.

### Statistics and reproducibility

All graphs and dots represent independent biological samples from different animals, including sorted muscle progenitors populations, or from different human biopsies. Statistical analyses were performed using GraphPad Prism (9.1.1). All plots represent mean ± standard deviation (SD) of different biological samples. Statistical differences were calculated using non-parametric two-sided Mann–Whitney *U* test for simple comparisons, one-way ANOVA with Tukey post hoc correction for multiple comparisons and two-way ANOVA with Tukey post hoc correction for multiple intra-groups comparisons or Šidák post hoc correction for multiple inter-groups comparisons (one-sided) (*P < 0.05, **P < 0.01, ***P < 0.001).

#### Supplementary reagents

Antibody concentrations and miRNAs sequences are provided in separate tables.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary information

Description of Additional Supplementary Material

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

The authors declare that all data supporting the findings of this manuscript are available within the paper figures and supplementary figures. Individual numerical values can be found in “Supplementary Data 1” file. The RT-PCR profiling data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus^61^ and are accessible through GEO Series accession number GSE241333. Uncropped blots with molecular weights are presented in Supplementary Fig. 4.

# Supplementary material for: Spinal cord injury dysregulates fibro-adipogenic progenitors miRNAs signaling to promote neurogenic heterotopic ossifications
**Source:** Commun Biol. 2023 Sep 12;6:932. doi: 10.1038/s42003-023-05316-w

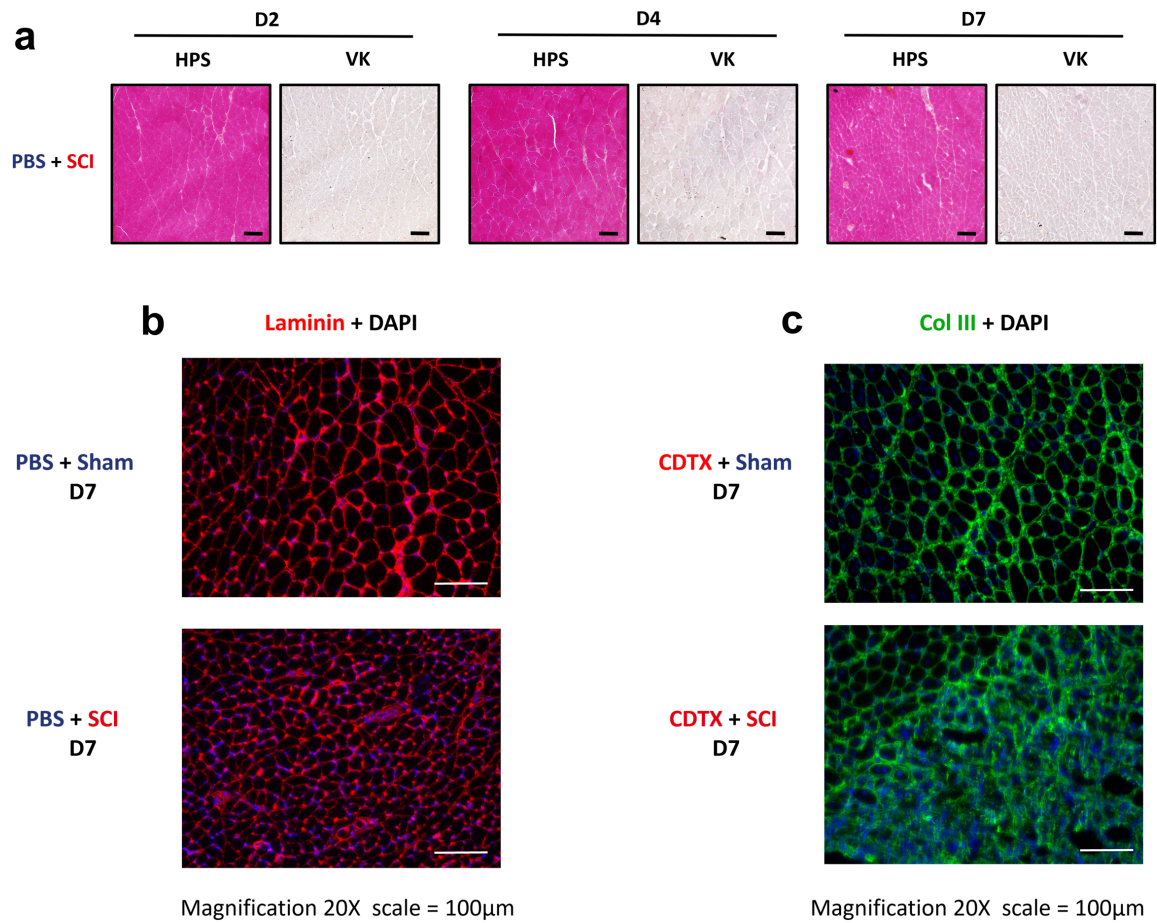

Supplementary Figure 1:

(a) Transversal cryosections of PBS+SCI gastrocnemius muscle stained with Hematoxylin Phloxine Saffron (HPS) or Von Kossa (VK) counterstained with nuclear fast red at day 2, 4 and 7. (magnification 10X, scale bar = 100 µm).

Laminin **(b)**, magnification 20X; scale bar = 100 µm, and collagen III **(c)**, magnification 10X; scale bar = 100 µm, immunostaining with DAPI co-staining on PBS+SHAM / PBS+SCI or CDTX+SHAM / CDTX+SCI gastrocnemius transversal cryosections 7 days after injury.

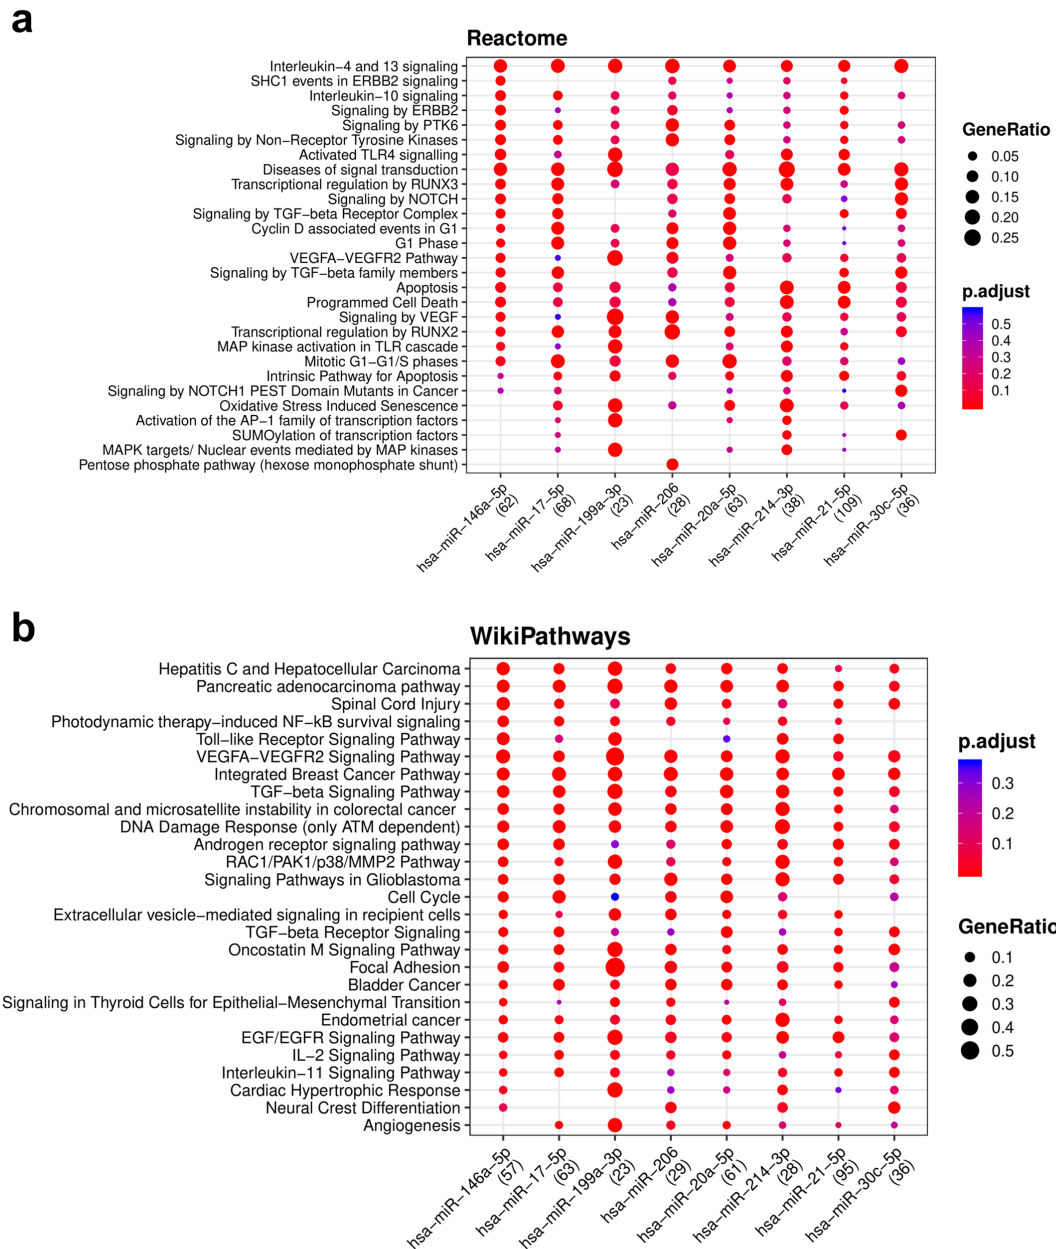

Supplementary Figure 2:

Reactome **(a)** and WikiPathways **(b)** database enrichment analysis of most up-regulated and down-regulated miRNAs

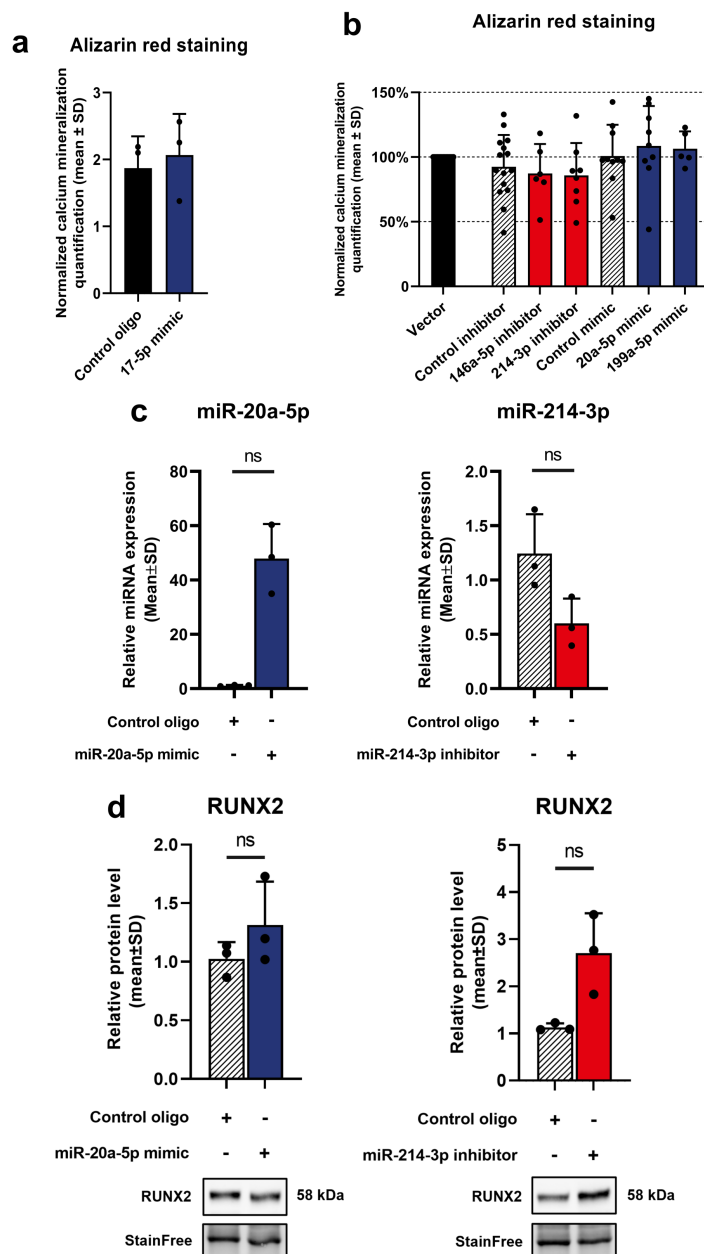

Supplementary Figure 3:

Osteogenic differentiation assays of transfected human FAPs cultured in osteogenic conditions (OB) (**a** & **b**). Inhibitors transfections were performed during 48h prior to osteogenic induction at 10 nM and mimics at 1 nM for both control oligos and specific oligos (n=3-15). (**c**) Relative RTqPCR miRNAs expression levels in FAPs after control oligo or miR-20a-5p mimic and miR-214-3p inhibitor transfection (n=3). (**d**) RUNX2 protein expression levels from FAPs were quantified by Western blot 7 days after osteogenic induction of control oligo, miR-20a-5p mimic or miR-214-3p inhibitor transfection (n=3). Histograms represent mean $\pm$ standard deviation (SD). Each dot represents independent biological samples from different NHOs surgery. Statistical differences were calculated using Mann-Whitney U test for simple comparisons.

Supplementary Figure 4: Uncropped blot images

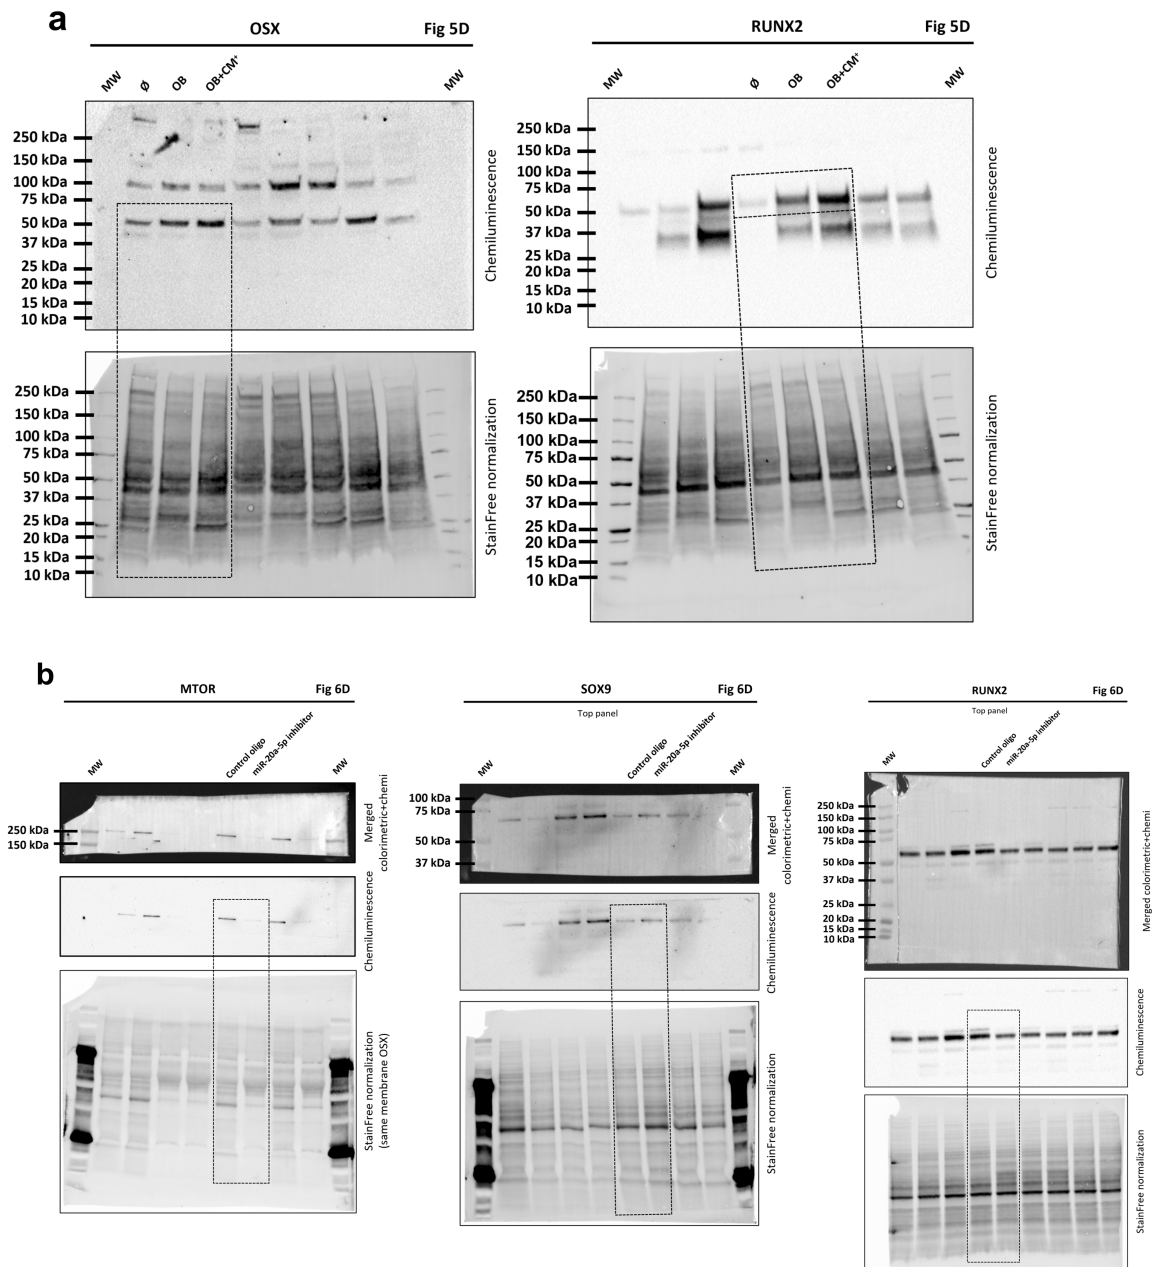

Supplementary Figure 4, continued

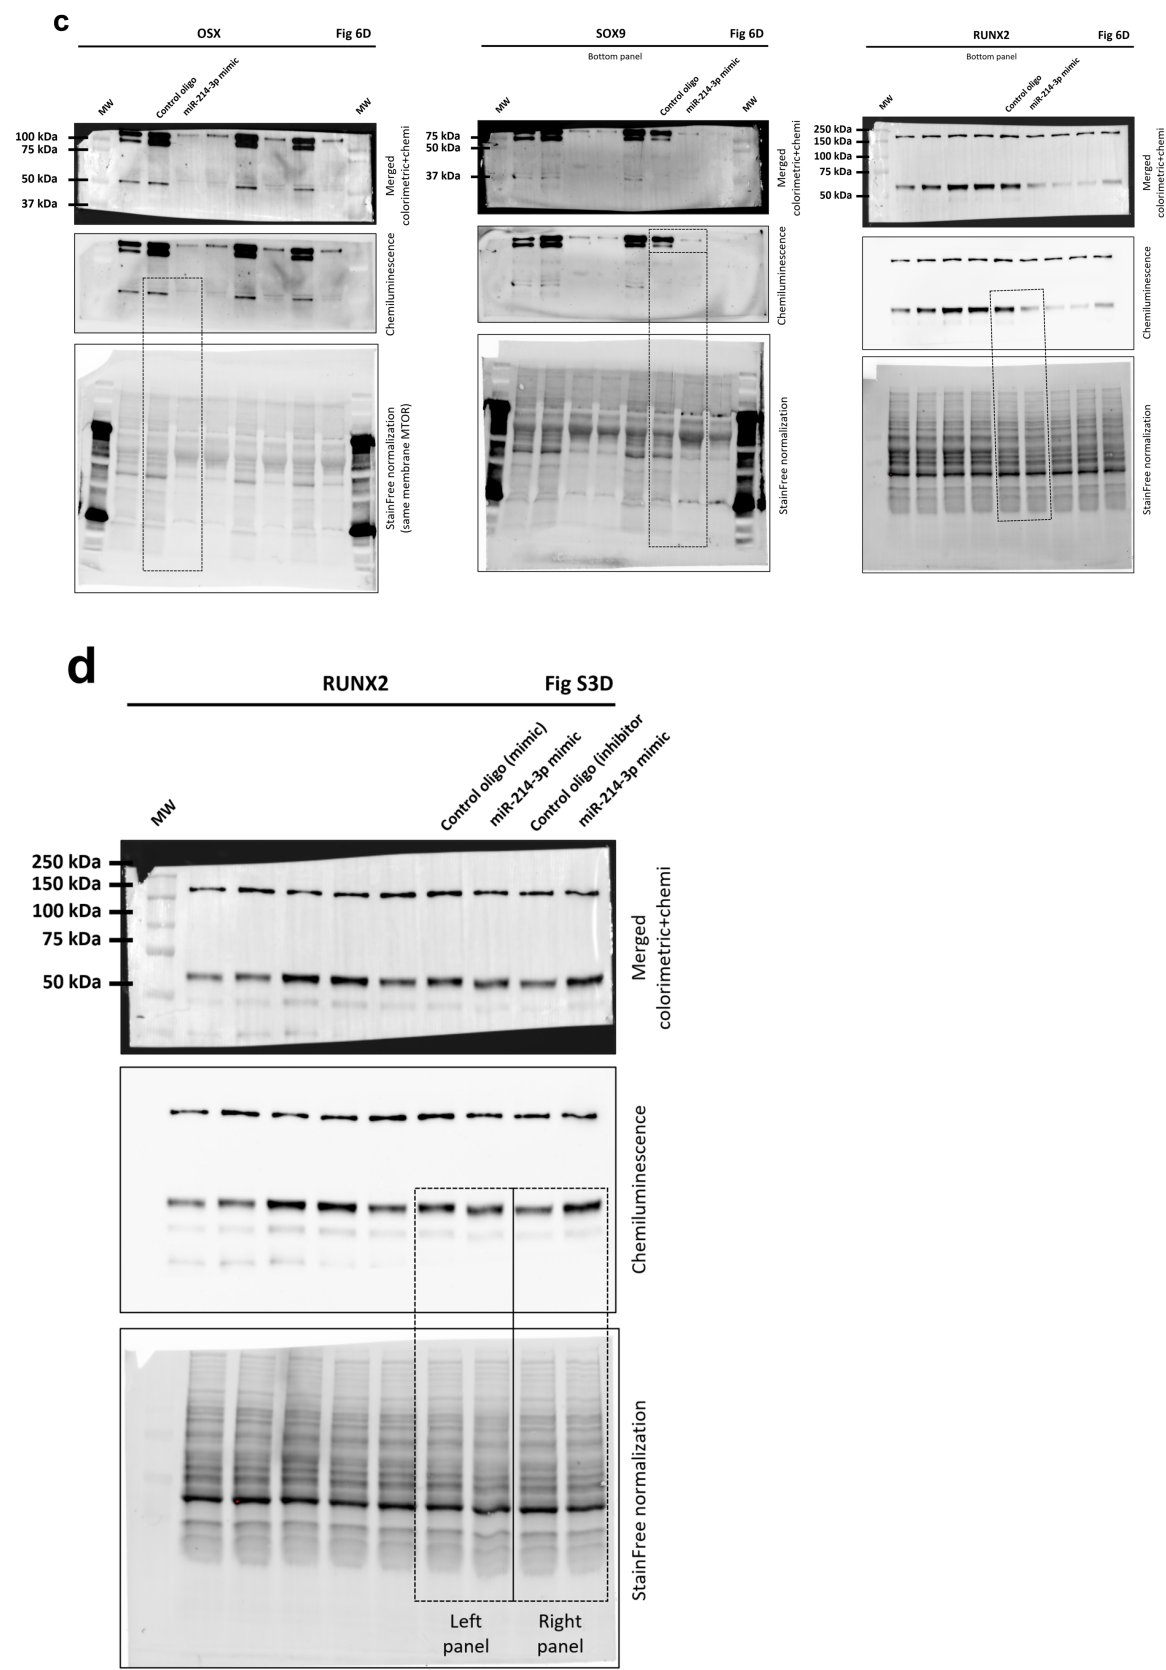

**Supplement:** Supplementary file 1 — Supplementary information

# Supplementary material for: Spinal cord injury dysregulates fibro-adipogenic progenitors miRNAs signaling to promote neurogenic heterotopic ossifications
**Source:** Commun Biol. 2023 Sep 12;6:932. doi: 10.1038/s42003-023-05316-w
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Material

**Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** This file consists in an excel file recapitulating all individual numerical data obtained in the experiment, that are presented in the figures as well as in the supplementary figures

**File name:** Supplementary Data 2

**Description:** This file consists in an excel file recapitulating information on the oligonucleotides and antibodies used in the experiment.

# Supplementary material for: Spinal cord injury dysregulates fibro-adipogenic progenitors miRNAs signaling to promote neurogenic heterotopic ossifications
**Source:** Commun Biol. 2023 Sep 12;6:932. doi: 10.1038/s42003-023-05316-w
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Histology : Pannoramic Viewer software for data collection on 3D HISTECH Pannoramic Scan II digital slide scanner.<br>Immunohistochemistry : Leica Application Suite LAS software for data collection on epifluorescence microscope DMI8 (Leica) Flow cytometry : BD FACSDiva 7.0 software for data collection on BD Biosciences' FACSAria III SORP (cell sorting). CytExpert 2.3 software for data collection on Beckman Coulter's CytoFLEX (cell phenotyping). RTqPCR : LightCycler 480 1.5.1 software for data collection on Roche's LightCycler480 II. Western Blots : ChemiDoc Imaging System integrated software.
Data analysis	FlowJo v10.6.2 : Flow cytometry analysis software; GraphPad Prism 8 : Analysis and graphing software, GeNorm v3.4, Excel 2016, Mienturnet; CaseViewer: Analysis of histology; Fiji: IHC staining; ImageLab : quantification and normalization of WesternBlot.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All dataset can be provided if necessary or requested after initial submission in a Supplementary Source Data File.

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender	Findings apply to both sexes.
Population characteristics	The population is constituted of men and women from 26 to 72 years old suffering from NHO following traumatic brain injury, spinal cord injury or stroke.
Recruitment	Participants were recruited before NHO surgical resection and informed on the becoming of surgical wastes, on which they fully agreed.<br>Tissue residus were collected during surgical resection of pathological NHO of the hip.
Ethics oversight	All human samples were obtained with the informed consent of the patients, the approval from the people protection committee (CPP approval n°09025, study BANKHO) and the approval from the National Commission for Informatics and Liberties (CNIL approval n°Eyo1066211J).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see nature.com/documents/nr-reporting-summary-flat.pdf

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	6 animals per group per time point were used to screen miRNA and mRNA regulation and for histology and immunohistochemistry on whole muscle samples.<br>For isolated muscle progenitor cells, 6 to 9 animals were used per condition per time point for miRNA and mRNA analysis.<br>5 human muscles from independant donors were used to assess muscle progenitor properties.<br>For in vitro functional analysis, between 5 and 25 human muscles from independant donors were used to assess miRNA potential on fibro-adipogenic progenitors cell fate.
Data exclusions	No data were excluded.
Replication	For all figures, multiple independent experiments were performed.<br>All attempts at replicating the observations described in this manuscript were successful.
Randomization	Non-genetically modified C57BL/6 mice were randomly allocated to each treatment/procedure group.<br>All mice were co-housed for at least one week before the beginning of the experiment to reduce cage to cage variations.
Blinding	Investigators were not blinded during experiments or analyses of outcomes. Blinding was not needed for analysis because objective readouts were used in all experiments, and all samples were analyzed in the same way regardless of the groups. In any cases, blinding was not possible due to animals being paraplegic in SCI condition or mobile in SHAM condition.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Immunohistochemistry :

Rabbit anti-laminin 1:200 ab11575 Abcam

Rabbit anti-Osteocalcin 1:100 ab93876 Abcam

Normal polyclonal Rabbit IgG 1:300 ab-105-c Biotechne

Donkey anti-rabbit Alexa Fluor 594 1:500 R37119 ThermoFisher

Goat anti-rabbit Alexa Fluor 488 1:500 A-11008 ThermoFisher

Rabbit polyclonal anti-Collagen III 1:200 ab7778 Abcam

Cell sorting (mouse) :

Rat IgG2a Isotype FITC 2,5 µL 11-4321-80 Invitrogen

Rat IgG2b Isotype PE 0,5 µL 12-4031-82 Invitrogen

Rat IgG2b Isotype eFluor 450 0,5 µL 48-4031-82 Invitrogen

Rat IgG2a Isotype PerCP-Cy5-5 0,5 µL 45-4321-80 Invitrogen

Rat IgG2a Isotype APC-eFluor 780 1,25 µL 47-4321-82 Invitrogen

Rat IgG2a Isotype PE-Cy7 3 µL 25-4321-82 Invitrogen

Rat IgG2B Isotype Alexa Fluor 647 1 µL IC013R Biotechne

Anti CD34-FITC 2,5 µL 11-0341-82 Invitrogen

Anti CD45-PE 0,5 µL 12-0451-82 Invitrogen

Anti CD31-eFluor450 0,5 µL 48-0311-82 Invitrogen

Anti Sca1-PerCP-Cy5.5 0,5 µL 45-5981-82 Invitrogen

Anti F4/80 APC-eFluor780 1,25 µL 47-4801-82 Invitrogen

Anti CD140a PE-Cy7 3 µL 25-1401-82 Invitrogen

Anti α7 integrin-647 12,5 µL FAB3518R Biotechne

Cell sorting (human) :

PDGFRa biotin 4 µL /106 ♂ BAF322 R&D Systems

CD56 PE 20 µL /106 ♂ 555516 BD Pharmingen

IgG biotin 4 µL /106 ♂ BAF108 R&D Systems

IgG 1 PE mouse 20 µL /106 ♂ A07796 Beckman Coulter

Streptavidine APC/Cy7 1:200 2626040 Sony

Western Blot :

MTOR 1:1000 #29785 CST

OSX 1:500 ab209484 Abcam

SOX9 1:1000 ab185966 Abcam

RUNX2 1:1000 ab192256 Abcam

HRP secondary antibody 1:200000 ab205718 Abcam

Validation

All antibodies were validated by manufacturers for the applications and species used in this study. See manufacturers websites for validation statements.

All antibodies were tested against respective control isotype.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Female CD57BL6 mice, 5-8 weeks

Wild animals

This study did not involve wild animals.

Reporting on sex

Female mice were used because they present less risk of post-operative heterophagy and are easier to handle during urination of paraplegic mice.

Field-collected samples	This study did not involve field-collected samples
Ethics oversight	Mice experimental procedures were approved by the "C2EA-26" Ethics committee in accordance with French Ministry of Research regulations (#25901-2020060515467494).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	Cellular isolations from mouse muscle were performed following an adapted protocol from Latroche et al. Briefly, gastrocnemius muscles were mechanically minced and incubated in 10 mg/mL collagenase B (11 088 831 001, Roche) with 2,4 U/mL Dispase II (17101015, Gibco) at 37°C for 30 minutes. Digestion was stopped using α-MEM 50% FBS solution and filtered through a 70 μm cell strainer. Red blood cell lysis was performed using commercial buffer (130-094-183, Miltenyi). Cells were incubated in FcBlock (130-092-575, Miltenyi) for 30 minutes and control isotypes and antibodies were added at the indicated concentrations (see antibody section). After incubation, cells were washed and filtered through a 30 μm cell strainer before sorting. Muscle samples from patient who underwent chirurgical excision of heterotopic ossifications were finely minced and incubate in Pronase (Merck Cat # 10165921001) solution (1mg/mL final) for 45 minutes at 37°C. The solution was vortexed every 5 minutes before stopping the reaction with 15% FBS medium. Cells were filtered on a 100 μm sieve followed by a 40 μm sieve and put in culture for 2 weeks in a MEM-α, 15% FBS, 1% antibiotics medium. Cell sorting was performed on a FACSria III SORP (BD Biosciences). Cell characterization was performed on a CytoFlex (Beckman Coulter).
Instrument	FACSria III SORP (BD Biosciences) (cell sorting), CytoFlex (Beckman Coulter) (cell phenotyping)
Software	BD FACSDiva data collection software 7.0, CytExpert data collection Software 2.3. Analysis done with FlowJo v10.6.2
Cell population abundance	For mouse cell sorting, abundance are provided on Figure For human cell sorting, abundance of PDGFRα+ CD56- cells varied from 50 to 95% and vice versa for PDGFRα- CD56+ cells whom varied from 5 to 50%. We also noticed the presence of a low abundance PDGFRα+ CD56+ population (<2%).
Gating strategy	Mouse cell sorting : FSC-A/SSC-A -> FSC-A/FSC-H, for single cell gating, Macrophages : CD45+ F4/80+, then on CD45- F4/80- population : Fibro-adipogenic progenitors : CD45- F4/80- Sca1+ CD31- CD34+ CD140+ Myogenic progenitors : CD45- F4/80- Sca1- CD31- CD34low α7integrin+ Endothelial cells : CD45- F4/80- Sca1+ CD31+ CD34+ Human cell sorting : Cell sorting (FACSria III SORP, BD Biosciences) : FSC-A/SSC-A for single cell gating, 7-AAD/SSC-A for cell viability, PDGFRα-Cy7/CD56-PE for cell sorting Cell characterization (CytoFlex, Beckman Coulter) : FSC-A/SSC-A for single cell gating, 7-AAD/SSC-A for cell viability, PDGFRα-Cy7/CD56-PE, CD31-PE/CD34-APC, CD73-PE/CD45-APC, CD105-PE/CD90-APC

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

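The series holds RT-qPCR miRNA profiles of 8 RNA pools of mouse gastrocnemius muscle: PBS + SHAM, PBS + SCI, CDTX + SHAM and CDTX + SCI at D2 and D4. Each condition has 1 pool, and the sample labels give 3 muscles per pool. Conditions were taken from the sample labels and checked against the paper's description of the model. The individual muscles, sorted cells, mRNA markers and human cells of the paper have no values in these tables and were not analysed, apart from the paper's own values of 15 miRNAs in individual muscles, which are given as the paper's.

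Of the authors' 3 deposited tables, the first gives Cp values, the quantification cycle found by the authors as the second derivative maximum on the LightCycler after reverse transcription and SYBR Green qPCR with LNA primers. By the authors' methods these Cp values, a log2 scale that runs downward, were deposited before any normalization. The second deposited table gives a ratio to reference miRNAs within each pool. Tested on the values, it equals 2 to the power of the mean Cp of 4 miRNAs (miR-16-5p, miR-23a-3p, miR-24-3p, miR-125b-5p) minus the Cp of the target, to within 0.001 cycles, whereas the methods name 3 references. The deposited fold table gives the ratio of each pool to the PBS + SHAM pool of D2, rounded by the authors.

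Relative expression was recomputed from the Cp values with the 3 references of the methods, miR-24-3p, miR-23b-3p and miR-125b-5p. The log2 ratio between 2 pools is the difference of these values, and the fold regulation in percent of Fig. 2 is 100 times the ratio minus 1. miRNAs were kept for a comparison where the Cp was at most 32 in both pools, the threshold of the Fig. 2 legend. A Cp of 36 marks the end of the recorded range and was read as not detected. Of 755 assays, 3 are not of a miRNA and were left out. For a miRNA with 2 assays the one named for mouse was used, and otherwise the one with the lower mean Cp. The first part of this rule was set in advance, and the second was set once the assay names were known. The 64 second assays were used only as a check. Names lost their species prefix. A gene table of the mouse assembly GRCm38.p6 placed 496 of 688 miRNAs at a gene, 482 of them at 1 gene. The authors name no genome build, so the table served only for names and neighbours.

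Precision is limited by the single pool per condition. There is no error between mice, the comparisons of 2 pools have no p-value, and no condition has a replicate to leave out. By the methods each mouse received CDTX in the left hindlimb and PBS in the right, so the CDTX and PBS pools of 1 surgery and day may come from the same mice. The labels do not say which mice a pool holds, and no paired test was run. A test over the 4 pairs of CDTX and PBS pools with the same surgery and day, or a model of injection, surgery and day over all 8 pools, would leave residual degrees of freedom. It would test an effect averaged over surgeries and days and count any difference between them as error, and it was not run. A change was called by size, at least 2-fold. The only error that could be measured is that between assays of the same miRNA, and it covers neither the pool nor the mouse. Assays near a Cp of 32 hold few template copies and are the least precise, and 51.4% to 57.7% of the assays per pool gave no signal before cycle 36.

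The comparisons were CDTX + SHAM over PBS + SHAM, CDTX + SCI over CDTX + SHAM, PBS + SCI over PBS + SHAM and CDTX + SCI over PBS + SCI, each at D2 and D4. The response to CDTX with SCI minus that without SCI was computed per miRNA over 4 pools. Correlations across miRNAs were computed only between ratios that share no pool, and are descriptions. Median log2 ratios were computed for 21 lists, fixed with the design: the osteogenic, osteo-suppressive and myomiR lists of the paper, cell type markers (striated muscle, leukocyte, erythroid, endothelial, miR-143 with miR-145, neuronal, epithelial and liver), clusters (miR-17~92 and paralogs, Dlk1-Dio3, Dnm3os, Clcn5, miR-322 with miR-503, miR-23/27/24) and families (miR-30, miR-29, let-7, miR-15/16, miR-34). Each median has a percentile among 10000 random lists matched on quintiles of mean Cp. The values of Fig. 2a and b had been seen in Supplementary Data 1 by then. The miRNAs named are the 10 highest and 10 lowest of each main comparison, the 5 highest and 5 lowest of the others, every miRNA the paper names for these pools, and every list member at least 2-fold changed.

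Alternatives set with the design were 5 other normalizations (global mean Cp of the 116 miRNAs detected in all pools, each reference alone, and the deposited normalized values), 4 other filters on Cp, thresholds of 1.5-fold and 3-fold, the deposited fold table for single miRNAs, and 2 other ways to rank the references. The use of second assays, for single ratios and for the difference between responses, of other pools for Fig. 2a and of miR-142-5p for an entry of Fig. 2b were added after seeing the data. A value counts as moved where it differs by at least 1.5-fold, and a correlation where it differs by 0.1.

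The calculation was tested on 2 simulated pools, both made from the PBS + SHAM pool of D2, with randomly chosen miRNAs changed by a log2 of 2 and noise with an SD of 0.2 cycles. Of the changed miRNAs, 32 kept a Cp of at most 32 in both simulated pools: 32 of these 32 were recovered, and 1 of 92 unchanged miRNAs was called. Changed miRNAs with a later Cp were lost to the filter and are not counted. The change was large beside the noise, so this is a check of the code on an easy case. Noise in the 3 references shifts all ratios of a comparison together, and the error in the simulation was measured apart from this shift. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and matplotlib 3.10.9 for the plots.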

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

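The tests of the reference choice and of the well of miR-1-3p were set after the result they measure had been seen, and so was the use of miR-144-3p as the sign of blood. No pool has a replicate, and the paper's values in individual muscles, for 15 miRNAs, are the nearest check. These miRNAs were chosen partly on the pools, and the individual muscles may include the pooled ones, so the check is not independent.

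The comparison of PBS + SCI with PBS + SHAM is not shown in Fig. 2a and b, although the paper reports a lower miR-1-3p with SCI alone at D4 in individual muscles. SCI without muscle damage left few marks in the pools: 2 of 152 miRNAs were at least 2-fold changed in PBS + SCI over PBS + SHAM at D2 (miR-322-3p, 1.01, and miR-144-3p, -1.01) and 0 at D4. The second assay of miR-322-3p gave 0.057 in this comparison, so the higher call is not shared by both assays. In the same comparison at D4 the striated muscle miRNAs had a median of -0.61 (percentile 0.37, and -0.39 with the global mean as reference). miR-133a-3p was at -0.77 and miR-1-3p at -0.73, while miR-206 of the same list went the other way, at 0.42. The log2 ratios of the paper's means in individual muscles were -0.63 for miR-1-3p, -0.14 for miR-133a-3p and 0.75 for miR-206. Those of miR-1-3p and miR-133a-3p are not an independent check. A PBS + SHAM value of miR-1-3p at D4 (21.3) equals the deposited value of the pool, and the 2 miRNAs share 12 individual values at D4. The Clcn5 cluster had a median of 2.52 in CDTX + SHAM over PBS + SHAM at D4, with 4 of 4 members at least 2-fold higher. miR-206 was at -1.14 at D2 and at 1.53 at D4 in that comparison, opposite directions on the 2 days, and the difference was not tested. miR-335-3p had the lowest ratio of CDTX + SCI over CDTX + SHAM at D4, at -2.13.

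The Dlk1-Dio3 and Dnm3os clusters were lower in CDTX + SCI than in CDTX + SHAM at D4, with medians of -0.71 and -0.94, and 18 of their 19 kept members were below 0. Of the 4 Dnm3os members, 3 were measured by the paper in 6 individual muscles per group, and the log2 ratios of the paper's means were -0.89 for miR-214-3p, -0.48 for miR-199a-3p and 0.061 for miR-199a-5p. So 2 of the 3 were lower there as well, by less than in the pools, and miR-199a-5p was not. Over 15 miRNAs the pool ratios of this comparison lay below the paper's by 0.57 on average. Late, weakly amplified assays as the cause of the low medians are argued against by the 9 members with the lowest mean Cp, at most 29.9. Their median was -0.91. They include miR-214-3p, miR-199a-3p, miR-127-3p and miR-411-5p, whose low values in Fig. 2b had been seen, so this median was partly known in advance. A general loss of stromal and vascular RNA is argued against by miR-143-3p and miR-145-5p (median -0.037) and miR-126-3p (0.10). The choice of reference stays open for the size: with the global mean the medians were -0.42 and -0.65. Of the 19 members 16 lie below the median of all miRNAs, which no reference can alter. Both lists were fixed after Fig. 2b had shown several of their members among its lowest entries at D4, so this count is not independent of the pattern. A lower expression in the cells that carry these clusters, or a change in their number with SCI, may remain as a hypothesis, which these pools cannot test. In sorted cells the paper reports lower miR-214-3p and miR-199a-3p with SCI in FAPs at D2, not the day of this comparison, and in MPs at D4. It also reports a higher share of FAPs with SCI at D4.

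miR-1-3p was at -5.34 in CDTX + SHAM over PBS + SHAM at D2. Loss of muscle fiber RNA as the whole cause is argued against by the 3 other striated muscle miRNAs, whose median of -1.96 lies 3.38 above it. An error of the well may be a candidate explanation, since the second assay, miR-133a-3p and miR-133b lie at least 3.36 above it. It cannot be told apart from a true loss, because 2 of the paper's individual values that do not equal the pool's were also at least 3 log2 units below the paper's mean of PBS + SHAM. The last 3 values of that group, 12.0, 6.18 and 11.3, were not that low, against 11.1 to 21.7 in PBS + SHAM, and are identical to those given for miR-133a-3p. So the individual values are divided. The comparison with them was made after the values had been seen.

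Leukocyte miRNAs were higher and striated muscle miRNAs lower after CDTX. A lower share of fiber RNA with no change among the other cells would raise all other markers alike, but the leukocyte median lay at least 3.07 above those of miR-126-3p and of miR-143-3p with miR-145-5p on both days. At D2 the leukocyte median is the value of miR-146b-5p, 2.66. Its second assay gave 1.36, with a Cp up to 32.6, and the gap at D2 would be smaller with it. Blood left in the muscle is argued against by the erythroid miR-144-3p, at -0.35 at D2 and -0.64 at D4. At D2 its Cp was at most 32 in both pools. At D4 no erythroid miRNA passed in both, and a Cp of at most 32 in at least 1 of the pools was allowed. The paper reports mononuclear cells entering the muscle at D2 and D4 by histology, and macrophages in the cell sort after CDTX. How much of the rise these cells carry, and how much comes from expression in resident cells, stays open.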

How the results depend on the processing

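A change of sign is counted as a reversal only where the value under the main settings is at least 1.5-fold. By this rule, of 934 list medians under other settings 924 moved by less than 1.5-fold, 10 moved more and 0 reversed. For single miRNAs 5364 of 5369 values moved less, 4 moved and 1 reversed, but most of these values could not move. A Cp filter leaves the ratio of a single miRNA as it is. A normalization shifts a ratio or a list median by at most 0.42, less than the 0.585 that counts as moved. The second assays were free to move: of 52 values 48 moved less, 3 moved and 1 reversed. Smaller values often change sign: under at least 1 of the 5 other normalizations 48 list medians did, with main values of up to 0.32 in size, and so did 22 ratios of the paper's listed miRNAs, with main values of up to 0.35. Of 72 correlations, 63 stayed within 0.1. Counts moved more often: 69 of 176 counts of miRNAs at least 2-fold higher or lower, 11 of 18 counts of differing responses and 4 of 6 stability ranks. The cause was not tested except where the setting itself tests more or fewer miRNAs (the Cp filters) or sets another size. The assays limit the depth: beyond a Cp of 32 most single values cannot be told from the end of the range. The second-assay setting was added after seeing the data.

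In the counts below, the number under the main settings stands in brackets, and settings within 1.5 times of it are left out. For CDTX + SHAM over PBS + SHAM at D2, the miRNAs at least 2-fold higher (30) were 15 with a Cp of at most 30, 88 without a filter on Cp and 16 at 3-fold, and those lower (22) were 12 with miR-23b-3p alone, 36 in the deposited normalized values, 13 with a Cp of at most 30, 38 without a filter, 39 at 1.5-fold and 8 at 3-fold. At D4 the higher (35) were 23 with miR-24-3p alone, 70 with a Cp of at most 32 in at least 1 pool, 12 with a Cp of at most 30, 101 without a filter and 21 at 3-fold, and the lower (31) were 20 with a Cp of at most 30, 51 without a filter and 17 at 3-fold.

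For CDTX + SCI over PBS + SCI at D2, the higher (23) were 15 with miR-24-3p alone, 37 with miR-23b-3p alone, 12 with a Cp of at most 30, 65 without a filter, 37 at 1.5-fold and 12 at 3-fold, and the lower (25) were 9 with miR-23b-3p alone, 41 at 1.5-fold and 5 at 3-fold. At D4 the higher (29) were 17 with miR-24-3p alone, 60 with a Cp of at most 32 in at least 1 pool, 11 with a Cp of at most 30, 81 without a filter, 50 at 1.5-fold and 17 at 3-fold, and the lower (32) were 58 without a filter and 12 at 3-fold.

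For CDTX + SCI over CDTX + SHAM at D2, the higher (2) were 16 without a filter, 8 at 1.5-fold and 1 at 3-fold, and the lower (0) were 1 with miR-24-3p or miR-23b-3p alone, 2 with a Cp of at most 32 in at least 1 pool, 17 without a filter and 10 at 1.5-fold. At D4 the higher (0) were 4 without a filter, and the lower (14) were 8 with the global mean, 8 with a Cp of at most 32 in all pools, 5 with a Cp of at most 30, 56 without a filter, 45 at 1.5-fold and 3 at 3-fold.

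For PBS + SCI over PBS + SHAM at D2, the higher (1) were 0 with the global mean, with miR-23b-3p alone, with a Cp of at most 32 in all pools, with a Cp of at most 30 and at 3-fold, 16 without a filter and 10 at 1.5-fold. The lower (1) were 2 with miR-23b-3p alone, 6 without a filter, 4 at 1.5-fold, and 0 with miR-24-3p alone, with miR-125b-5p alone, in the deposited normalized values, with a Cp of at most 32 in all pools, with a Cp of at most 30 and at 3-fold. At D4 the higher (0) were 6 without a filter, and the lower (0) were 2 with a Cp of at most 32 in at least 1 pool, 13 without a filter and 16 at 1.5-fold.

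Among list medians, the leukocyte list in CDTX + SHAM over PBS + SHAM was 1.88 at D2 without a filter and 3.27 at D4 with a Cp of at most 30. The Dlk1-Dio3 cluster in that comparison at D4 was -1.05 with a Cp of at most 30 and 0.90 without a filter, and the Clcn5 cluster in CDTX + SCI over CDTX + SHAM at D2 was -0.67 with a Cp of at most 32 in at least 1 pool. The log2 ratio of miR-146b-5p, CDTX + SCI over CDTX + SHAM, D2, reversed from -0.80 to 0.06 with its second assay.

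The number of miRNAs whose response to CDTX differed at least 2-fold between muscles with and without SCI, 8 at D2, was 5 with the global mean, 4 with miR-23b-3p or miR-125b-5p alone, 5 in the deposited values, 16 with a Cp of at most 32 in at least 1 pool, 4 with a Cp of at most 30 and 48 without a filter. At D4, where it was 2, these were 1 with the global mean, 19, 0 and 43 with the 3 filters.

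Correlations of the response to CDTX without and with SCI at D2 fell to 0.782 without a filter. Those of the effect of SCI without and with CDTX were 0.121 (Cp of at most 32 in at least 1 pool) and 0.0974 (no filter) at D2, and 0.108 and 0.0102 at D4. Between the days, CDTX + SHAM over PBS + SHAM had 0.732 and 0.685 under these 2 filters, CDTX + SCI over PBS + SCI 0.718 without a filter, and PBS + SCI over PBS + SHAM 0.0442 with a Cp of at most 32 in at least 1 pool. The stability ranks of miR-24-3p, miR-23b-3p and miR-125b-5p were 10, 4 and 2 with a Cp of at most 30 in all pools, and that of miR-125b-5p was 6 by the SD of the centred Cp.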

Differences from the paper's values

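The values of Fig. 2 in Supplementary Data 1 are read as fold regulation in percent, 100 times the ratio minus 1, since 39 of the 40 values of Fig. 2b equal this in the deposited normalized values. A value is called different where the ratios differ by more than 1.5 times or in sign. In Fig. 2b, 38 of 40 entries had a Cp of at most 32 in both pools, and 0 of the 38 differed. In Fig. 2a, 36 of 40 entries had such a Cp, 36 of 36 had the paper's direction, and 13 differed. The pools here are those of the legend, CDTX + SHAM over PBS + SHAM.

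At D2, the paper's value for miR-1-3p is -80.2 and the recomputed one -97.5, and none of the alternatives set before the data were examined closes the gap. For miR-136-5p the paper has -74.5 against -57.1, closed by the deposited normalized values and by the second assay of this miRNA, which was chosen after seeing the values and drops 0 of the entries. For miR-206 it has -72.1 against -54.6, closed by miR-24-3p alone, miR-125b-5p alone and the deposited normalized values. For miR-185-5p it has -65.6 against -22.6, and for miR-146b-5p 162.1 against 532.03, with none of those alternatives closing either gap. For miR-20a-5p it has 142.8 against 328.7, closed by the deposited normalized values.

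At D4, the paper's value for miR-1-3p is -79.2 against -86.5, and for miR-133a-3p -76.4 against -84.4, both closed by miR-23b-3p alone and by miR-125b-5p alone. With miR-24-3p alone as reference the gap closes for miR-299-5p (paper -74.8, recomputed -51.7), miR-328-3p (paper -70.8, recomputed -44.9), miR-362-3p (paper 245, recomputed 498), miR-199a-5p (paper 264, recomputed 506) and miR-532-5p (paper 408, recomputed 706), and for miR-532-5p also with the global mean and in the deposited normalized values. The other normalizations and the Cp filters set before the data were examined leave each of these 13 gaps open where they keep the miRNA.

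Under the other normalizations, 9 (miR-24-3p alone, and the deposited values) to 19 (miR-23b-3p alone) of the 36 entries of Fig. 2a differed. In CDTX + SCI over PBS + SCI of the deposited normalized values, 0 of the 36 differed, and 40 of all 40 entries equal the paper's values to within 0.01%, while 0 of 40 do so in the pools of the legend. This pair of pools was chosen after seeing the values, and it drops 0 of the paper's entries. In Fig. 2b, 39 of 40 entries equal the deposited values in the pools of the legend, and the entry of miR-142-3p at D2 equals the value of miR-142-5p, a match also found after seeing the values. No exchange of pool names makes both panels match, since the CDTX + SCI pool is the numerator in each.

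The legend of Fig. 2 names the 10 most changed miRNAs of each direction. Of the 10 lowest listed in Fig. 2a, 3 at D2 and 5 at D4 are among the 10 lowest recomputed in the pools of the legend, and of the 10 highest, 6 and 6. In CDTX + SCI over PBS + SCI, the pools whose deposited values equal Fig. 2a, 7 and 6 of the lowest and 5 and 7 of the highest are. In Fig. 2b, with the pools of its legend, the counts are 6 and 3 of the lowest and 9 and 8 of the highest. The paper gives no rule for the choice beyond the Cp threshold.

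The paper states that muscle injury lowered myomiRs, and names 4. The recomputed log2 ratios were negative for 4 of 4 at D2 and 3 of 4 at D4, where miR-206 was at 1.53. The paper states that SCI abolished the rise of several osteo-suppressive miRNAs. Of those at least 2-fold higher after CDTX without SCI, 4 of 4 at D2 and 5 of 6 at D4 were at least 2-fold higher with SCI, and at D4 3 of 6 in the deposited normalized values, 3 of 5 with miR-24-3p alone and 6 of 6 with miR-23b-3p or miR-125b-5p alone. At D2 it was 3 of 4 with miR-24-3p alone. A count at 2-fold does not register smaller losses. With the references of the methods, 7 of 12 of the list at D2 and 7 of 11 at D4 had a lower ratio with SCI. At D4 miR-214-3p went from 2.96 to 1.99, miR-199a-3p from 2.00 to 1.16, and miR-574-3p, below 2-fold without SCI, from 0.66 to 0.0033. The paper also reports lower miR-214-3p with SCI at D4 in individual muscles, and a dampened rise of osteo-suppressive miRNAs in FAPs. In the direct comparison at D2 all of the log2 ratios of this list lay between -0.68 and 0.41. The paper places miR-214-3p, miR-199a-3p and miR-574-3p among the miRNAs most lowered by SCI at D4, and they had ranks 6, 18 and 12 from the lowest of 157. The paper states that SCI raised miR-20a-5p in CDTX muscle at D4. The log2 ratio of the paper's means in individual muscles is 0.74, and that of the pools is 0.0033.

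The methods name 3 reference miRNAs, and the reference in the deposited normalized values is lower than the mean Cp of these 3 by 0.39 to 0.74 cycles. In the deposited fold table the values of miR-142-3p and miR-142-5p are exchanged: at D2 it gives 9.51 and 11.96 for CDTX + SHAM, against 11.96 and 9.51 from the normalized values.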

Other observations

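With SCI and no muscle damage, 0 members of the lists in this paragraph were at least 2-fold changed, and the medians are small. In PBS + SCI over PBS + SHAM at D2, the 4 miRNAs of the Dnm3os cluster had a median log2 ratio of -0.39 (percentile 0.32), and the osteo-suppressive miRNAs, 12 kept and 2 of them from this cluster, a median of -0.15 (percentile 0.325). These directions held under the 5 other normalizations. At D4 the miR-17~92 and paralogous clusters had a median of 0.065, at percentile 99.9 among lists of like Cp, and miR-17-5p stood highest of them at 0.46. The miR-30 family was at -0.40 and endothelial miR-126 (2 strands) at -0.38. In this comparison the global mean raises every ratio by 0.22. The osteogenic list was at -0.17 at D2 and at -0.06 at D4, and at 0.16 at D4 with the global mean.

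After CDTX (CDTX + SHAM over PBS + SHAM), the miR-29 family, known as a brake on collagen genes, had medians of -0.52 at D2 and -1.11 at D4 over 2 members, miR-29c-3p (-1.85 at D4) and miR-29a-3p (-0.36). miR-34a-5p, the 1 member of its family kept, was at 1.16 at D2. The Clcn5 cluster was at 0.77 at D2, with its 4 kept members from 0.72 to 1.95, and at 2.52 at D4. The Dlk1-Dio3 cluster was at -0.70 at D2 (9 kept) and at -0.15 at D4 (11 kept; 0.10 with miR-125b-5p alone). The miR-15/16 family was at 0.36 and 0.39. The let-7 family was at -0.11 and -0.04, with 0.22 at D2 with miR-23b-3p alone, so it has no settled direction. The clusters of miR-23, miR-27 and miR-24, which hold 2 of the references, were at 0.16 and 0.10 and change sign with the reference. miR-322-5p was the 1 kept of 9 miRNAs of its cluster. Few miRNAs of other tissues passed the Cp threshold: of 7 neuronal miRNAs 0 at D2 and 1 at D4, of 11 epithelial and liver miRNAs 1 and 0, and of 2 erythroid miRNAs 1 and 0.

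In CDTX + SCI over CDTX + SHAM at D2, the myomiRs had a median of 0.34 (percentile 99.0), the let-7 family -0.37 (percentile 3.20) and the leukocyte list -0.40 (percentile 5.31). The 4 myomiRs ran from miR-206 at -0.52 to miR-1-3p at 3.35, where the second assay of miR-1-3p gave 0.05, with a Cp up to 32.92. At D4 the miR-30 family was at 0.13 (percentile 97.9), the Clcn5 cluster at -0.63 (percentile 32.7) and the cluster of miR-322 and miR-503 at -0.65 (percentile 38.8). The leukocyte list was at -0.27 at D4, and at 0.02 with the global mean.

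miRNAs of neighbouring genes moved alike after CDTX. Of those with 1 gene in the gene table, 30 pairs within 10000 bp of each other and from different genes differed by a median of 0.39 in the log2 ratio of CDTX + SHAM over PBS + SHAM at D2, against 1.17 for 4808 other pairs, and 28 pairs by 0.67 at D4, against 1.49. In PBS + SCI over PBS + SHAM the medians were 0.28 and 0.27 at D2, close to each other. Neighbouring genes are often paralogs, whose assays can share signal, and this was not tested.

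The paper's own values of 15 miRNAs in individual muscles, in Supplementary Data 1, can be set beside the pools. In CDTX + SHAM over PBS + SHAM, the log2 ratio of the paper's means had the direction of the pool for 15 of 15 miRNAs at D2 and 13 of 13 with a pool value at D4. The paper selected these miRNAs partly on this profiling, so a like direction was favoured in advance. The labels do not say which mice a pool holds, so the pooled muscles may be among the paper's individual muscles. In CDTX + SCI over CDTX + SHAM this was so for 11 of 15 at D2 and 10 of 15 at D4. At D4 the pool ratios of this comparison lay below those of the paper's means by 0.57 on average, and the 5 miRNAs of opposite direction were all negative in the pools and positive in the paper's values: miR-142-3p (-0.41, paper 0.85), miR-146a-5p (-0.56, paper 0.26), miR-21-5p (-0.19, paper 0.48), miR-199a-5p (-0.76, paper 0.06) and miR-206 (-0.18, paper 0.16). With the global mean every pool ratio of this comparison is higher by 0.29, which turns miR-21-5p to 0.10 and miR-206 to 0.11. In the paper's last 3 muscles of each group, miR-21-5p (-0.19), miR-199a-5p (-0.42) and miR-206 (-0.68) were negative, like the pools, but miR-30e-5p (0.51) and miR-143-3p (0.79) turned positive against the pools, and miR-142-3p (0.52) and miR-146a-5p (0.089) stayed positive. These values do not settle the reason for the shift. Part of the individual values repeat. For miR-1-3p, 7 of the paper's 48 individual values at D2 and D4 equal, to within the rounding of the tables, the deposited normalized value of the pool of the same condition, each in the second place of its group, and for each of the other 14 miRNAs 0 of 48 do. miR-1-3p and miR-133a-3p share 20 of 72 of the paper's values, identical to the last digit and in the same places, 8 at D2 and 12 at D4, and other pairs of miRNAs share at most 1. In CDTX + SHAM at D2 the paper's first 3 values of miR-1-3p are 0.286, 0.358 and 0.417, and the last 3 are 12.0, 6.18 and 11.3. What links these values is not stated in the paper.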
